# Comparative transcriptome analysis uncovers different heat stress responses in heat-resistant and heat-sensitive jujube cultivars

**DOI:** 10.1371/journal.pone.0235763

**Published:** 2020-09-21

**Authors:** Juan Jin, Lei Yang, Dingyu Fan, Xuxin Liu, Qing Hao

## Abstract

Jujube (*Ziziphus jujuba* Mill.) is an economically and agriculturally significant fruit crop and is widely cultivated throughout the world. Heat stress has recently become a primary abiotic stressor limiting the productivity and growth of jujube, as well as other crops. There are few studies, however, that have performed transcriptome profiling of jujube when it is exposed to heat stress. In this study, we observed the physiochemical changes and analyzed gene expression profiles in resistant jujube cultivar ‘HR’ and sensitive cultivar ‘HS’ subjected to heat stress for 0, 1, 3, and 5d. Twenty-four cDNA libraries from ‘HR’ and ‘HS’ leaves were built with a transcriptome assay. A total of 6887 and 5077 differentially expressed genes were identified in ‘HR’ and ‘HS’ after 1d, 3d, and 5d of heat stress compared with the control treatment, GO and KEGG enrichment analysis revealed that some of the genes were highly enriched in oxidation-reduction process, response to stress, response to water deprivation, response to heat, carbon metabolism, protein processing in endoplasmic reticulum, and plant hormone signal transduction and may play vital roles in the heat stress response in jujube plants. Differentially expressed genes were identified in the two cultivars, including heat shock proteins, transcriptional factors, and ubiquitin-protein ligase genes. And the expression pattern of nine genes was also validated by qRT-PCR. These results will provide useful information for elucidating the molecular mechanism underlying heat stress in different jujube cultivars.

## Introduction

Plants have to deal with a broad array of environmental conditions, such as drought, salt, low temperatures, high temperatures, nutrition deficiency, and heavy metals, which negatively affect the growth and development of plants [1,2]. These abiotic stressors induce a number of different responses in plants, including biochemical, physiological, molecular, anatomical, and morphological changes [3,4]. Because of the increasing temperatures worldwide, heat stress has become one of the primary environmental factors restricting the distribution and cultivation of crops globally, thus leading to significant reductions in yield, growth, and mortality [5]. Hence, it is an effective way to seek for the suitable heat-resistant cultivar in nature and explore its mechanism of plant stress resistance.

Plants have evolved multiple strategies to combat high temperatures in an effort to reduce the negative effects of heat stress on crop growth and development [6]. At the cellular, physiological, and cellular levels, the generation of phytohormones, antioxidants and osmoprotectants, as well as dynamic membrane regulation, and stomatal closure are associated with plant adaptive responses against heat stress [7,8]. Heat stress changes the way genes are involved in signaling pathways, as well as transcriptional control and the expression heat shock proteins at the molecular level [9]. New research has found that levels of gene expression induced by heat stress are regulated by transcriptional networks as well as the transcription factors (TFs) in plants after translational regulation [10]. For example, heat shock proteins (HSPs) are known as target genes for TFs responding to heat stress [11,12]. Many HSPs function as molecular chaperones [13] and serve important roles in the regulation of the protein quality by renaturing various proteins that have been denatured by heat stress [14]. In peanuts, accumulation of small HSPs could improve its resistance to heat [15].

In recent years, transcriptome sequencing has become an important technique for identifying stress-related genes and finding the multiple biological pathways [16]. It has been successfully used to reveal mechanisms related to abiotic stress responses in many species, such as Chinese kale (*Brassica alboglabra*) [17], *Pyropia haitanensis* [18], Chinese cabbage (*Brassica rapa* ssp. Chinensis) [19], sweet maize (*Zea mays* L.) [20], spinach (*Spinacia oleracea* L.) [21], pepper (*Capsicum annum* L.) [22]. Jujube (*Ziziphus jujuba* Mill.) is a traditional fruit crop, native to China, which belongs to the Rhamnaceae family and widely grown in Asian tropical and subtropical areas [23]. Approximately 3.25 million hectares are cultivated in China [24]. High temperature caused serious loss of quality and production during the jujube growth especially in the open field cultivation. However, little knowledge about the molecular studies on jujube under heat stress is uncovered.

In this study, we obtained two differently heat-resistant jujube cultivars and carried out RNA-sequencing analysis to explore the transcriptional changes between the two jujube cultivars under heat stress. Our objective was to identify differentially expressed genes involved in heat stress on jujube, and potential heat stress-related genes including heat shock proteins, transcriptional factors, and ubiquitin-protein ligase genes were detected. This study can help in better understanding of transcriptomic defense mechanisms associated with heat tolerance in jujube.

## Materials and methods

### Plant materials, heat stress treatments and sample collection

Ziziphus jujuba cv.‘HR’ and Ziziphus jujuba cv.‘HS’ were grown in the Forestry Management Station of Turpan city, Forestry and Grassland Administration of Turpan city, located in Turpan, Xinjiang province, China. ‘HR’ has been proven to be resistant to heat stress while ‘HS’ is susceptible. Current-growth branches of primary shoots, approximately 0.6 cm in diameter, were collected from the jujube cultivars in the end of April, 2018. Then the green stem cuttings of ‘HR’ and ‘HS’ were rooted in pots with a mixture of 1 perlite: 1 vermiculite: 1 river sand (v/v/v) and grown in a greenhouse under mist conditions. When the cuttings were rooted, they were repotted into larger pots, and grown in a greenhouse at 70–80% relative humidity. The temperature was almost kept at 30°C and the maximum light intensity was about 800 μmol m^-2^s^-1^ during the daytime, the temperature was maintained at 20°C during the night. About 6 weeks later, young seedlings of ‘HR’ and ‘HS’ were transferred to a controlled environment room (14h/10h light/dark, 30/20°C day/night cycle, 70–80% relative humidity, and light intensity at 600 μmol m^-2^s^-1^). There were a total of 180 plants for ‘HR’ and ‘HS’ seedlings, respectively. Seedlings with eight true leaves of ‘HR’ and ‘HS’ were then treated at 45°C in the same controlled environment room (except for temperature, the other conditions were the same as above) from 8:00 am to 22:00 pm for 0d (control), 1d, 3d, 5d. Each treatment included three biological replications for each cultivar, and each biological replicate contained 15 plants. Plant samples were collected after the treatments started.

### Physiological measurements and ultra-structural observation

Before the transcriptome study, three physiological indexes, including electrolyte leakage, malondialdehyde (MDA), and proline were measured 3 times (n = 3) with 5 plants per replicate in each treatment time point for each cultivar in order to analyze the physiological changes of two jujube cultivars subjected to heat stress. Relative electrolyte leakage (relative electrolyte conductivity; REC) was used to assess the cell membrane permeability as described by Yang et al. [25]. Lipid peroxidation was determined by measuring the amount of malondialdehyde (MDA) content according to the methods of Heath [26]. Proline content was determined using the sulfosalicylicaid method [27].

For ultra-structural observation, the sixth leaf from the top was removed from 4 random plants in each treatment time point (n = 3) for each cultivar and then the leaf tissue adjacent to the vein were cut into 1 mm × 2 mm and fixed immediately by immersion in 4% glutaraldehyde overnight, then washed with 0.1 M PBS (pH7.4) for 15 min three times. After post fixation in 1% osmium tetroxide for 5 h at 20°C, the fragments were washed with 0.1 M PBS for 15 min three times and gradually dehydrated in ethanol (30, 50, 70, 80, 90,95 and 100% ethanol for 1 h), then immersed in 3 ethanol: 1acetone (v/v), 1 ethanol: 1acetone (v/v), 1 ethanol: 3 acetone (v/v) for 30 min, respectively. The fixed samples were embedded in SPIpon812 epoxy matrix (SPI, Chem) and observed by transmission electron microscopy (HT7700, Hitachi, Tokyo, Japan).

### RNA extraction, cDNA library construction and Illumina sequencing

For RNA extraction, the sixth leaf from the top was collected from 6 random plants in each treatment time point (n = 3) for each cultivar, leaf sapmles were then immediately frozen in liquid nitrogen and stored at -80°C prior to RNA extraction. Total RNA was extracted from these samples using the RNAprep Pure Plant Kit (Tiangen, Beijing, China) following the manufacturer’s instructions. The purity of the extracted RNA was assessed by NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). RNA concentration was performed by using Qubit® 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was checked by the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

Construction of RNA sequencing libraries were performed at Biomarker Technologies Corporation (Beijing, China) following instructions similar to Guo et al. [17]. Briefly, after enrichment and purification with oligo (dT)-rich magnetic beads, mRNA was cleaved into short fragments. Then first- and second-strand cDNA were synthesized using the mRNA fragments as templates. The cDNA was purified by AMPure XP beads and resolved with elution buffer for end reparation and single nucleotide adenine addition, and the short fragments were connected with adapters. Then the suitable fragments were selected as templates for PCR amplification. Finally, the twenty-four cDNA libraries were sequenced using an Illumina HiSeq™ 2500. The RNA-seq data were deposited at the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSE136383 and GSE136047.

### RNA-seq reads mapping and transcript assembly

After trimming adapter sequences, removing low quality reads and unknown nucleotides larger than 5%, clean reads were filtered from the raw reads. Cleaned RNA-seq reads were then mapped to the jujube reference genome retrieved from the NCBI Database (http://www.ncbi.nlm.nih.gov/genome/) [28] using Bowtie 2 (http://bowtie-bio.sourceforge.net/index.shtml) [29] and TopHat 2 (http://ccb.jhu.edu/software/tophat/index.shtml) [30]. Then the Sequence Alignment Map (http://samtools.sourceforge.net) [31] files were generated by TopHat2 and subsequently transcripts were assembled by Cufflinks (http://cufflinks.cbcb.umd.edu/) [32].

### Differentially expressed genes and functional analysis

Differentially expressed genes (DEGs) of different libraries were analyzed using the FPKM (the fragments per kilobase of exon per million fragments mapped reads) method and the Bioconductor software package edgeR was used to screen out the DEGs [33]. Genes were determined to be differentially expressed based on the fold change (FC ≥ 2 or ≤ 0.5) and a false discovery rate (FDR ≤ 0.01).

Gene ontology (GO) and Kyoto Encyclopedia of Gene and Genomes (KEGG) enrichment analysis of the DEGs were performed using the GOseq R packages [34] and KOBAS software [35], respectively.

### Validation of RNA-seq by quantitative real-time PCR (qRT-PCR)

The qRT-PCR was performed on RNA extracted from leaf samples of both cultivars at the four heat treatment time points as described by Bu et al. [36] using the *ZjActin* as the internal control to normalize the expression data. Primers used for qRT-PCR were listed in **S1 Table**. We used the same samples of RNA for both the qRT-PCR verification and the RNA-seq. 1 μg of RNA was reversely transcribed using OneScript^®^ Two-Step RT-PCR Kit (Applied Biological Materials (ABM), Vancouver, Canada) according to the instructions of the manufacturer. We performed the experiment on the LightCycler96 with BrightGreen Express 2X qPCR MasterMix (ABM, Canada), according to the following PCR program: 2 min of denaturing at 95°C, 5 s of denaturing at 95°C, performed 40 times, 30 s of extension and annealing at 60°C. Gene expression was calculated by the 2^-ΔΔCt^ method [37]. All qRT-PCR were repeated with three technical and three biological replicates.

### Statistical analysis

One-way analysis of variance (ANOVA) was conducted using SPSS 17.0 statistical software (SPSS, IL, USA). We used Duncan’s Multiple Range Test to analyze the differences among means, and considered results to be significant at a p-value ≤ 0.05.

## Results

### Physiochemical changes of two jujube cultivars in response to heat stress

To describe the heat tolerance phenotype of the heat-resistant ‘HR’ and heat-sensitive ‘HS’ jujube cultivars, young jujube seedlings with uniform growth during the eight-leaf stage were exposed to 45°C of heat stress for 0, 1, 3, and 5 d, respectively. Our ultrastructure observation indicated that (a) the nucleoli of heat-resistant jujube cultivar ‘HR’ and heat-sensitive jujube cultivar ‘HS’ were clearly visible, chloroplasts were long spindles that regularly grew near the cell wall and contained white starch grains in the control treatment (0 d); (b) the nucleoli of two jujube cultivars gradually disappeared as the heat stress time extended; (c) chloroplasts of ‘HR’ could basically maintain a relatively normal shape, and the starch grains were faintly visible as the heat stress time prolonged; however, the chloroplasts of ‘HS’ started to swell and became round, detached from the cell wall and floated into the cell, and the starch granules gradually disappeared; (d) osmiophilic granules of ‘HS’ were significantly more than that of ‘HR’ after heat stress at 3, 5d (**Fig 1A**).

**Fig 1:**
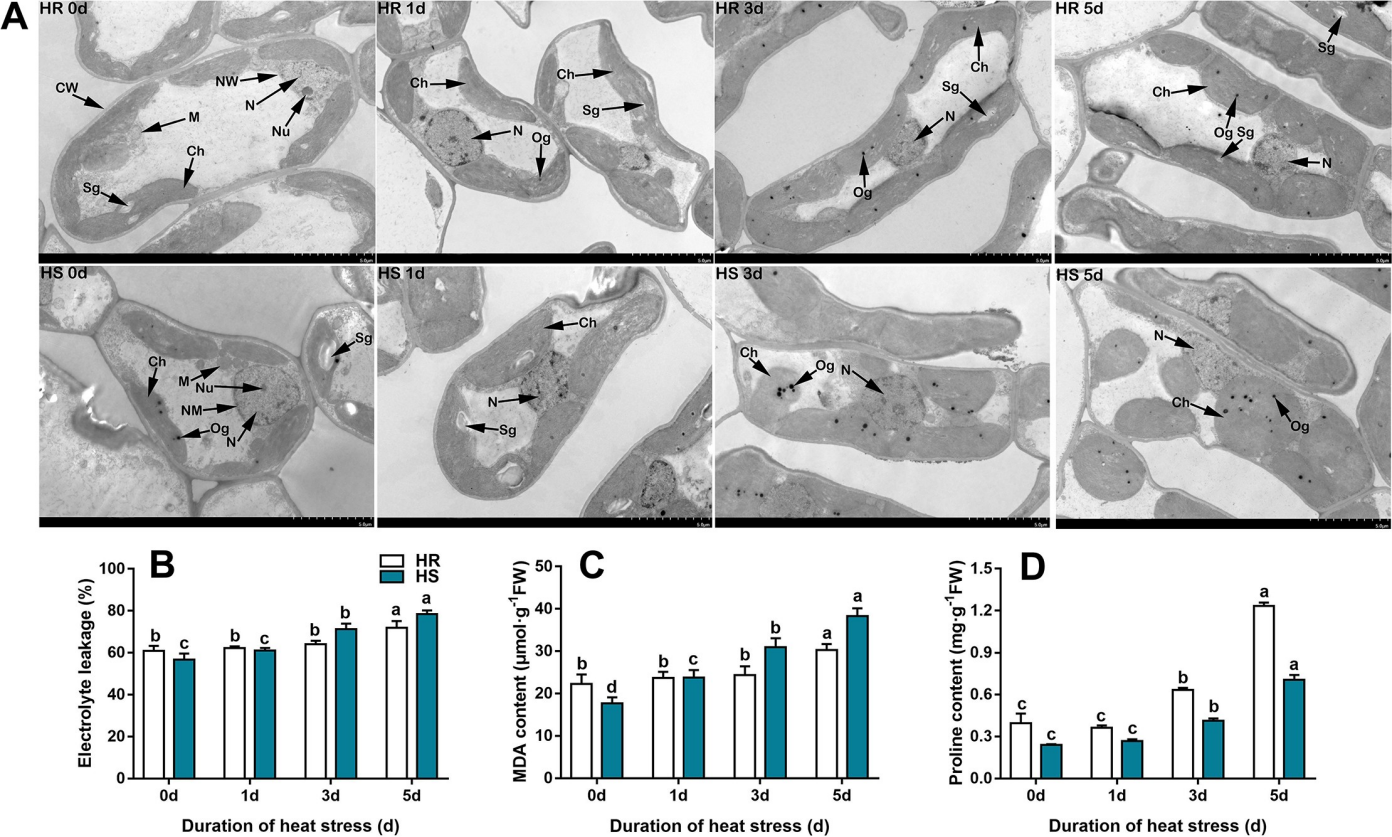
Ultrastructure observation and physiological analyses of heat-resistant ‘HR’ and heat-sensitive ‘HS’ jujube cultivars subjected to heat stress. (A) Characteristic structures in non-stressed (0 d) and heat stressed leaves observed by transmission electron microscopy. CW cell membrane, NM nucleus membrane, N nucleus, Nu nucleolus, Ch chloroplast, M mitochondrion, Sg starch grain, Og osmiophilic granule. The magnification of these pictures is × 2.5k. The bars represent 5 μm. (B) Changes in electrolyte leakage, (C) MDA content, and (D) proline content in leaves of two jujube cultivars exposed to 45°C for 0, 1, 3, and 5 d, respectively. Error bars are ± SD of the mean (n = 3). Samples were collected from nine plants for each replicate. Duncan’s multiple range test (*P* < 0.05) was used to determine significant differences between treatments. These differences are shown by the letters above the bars.

In order to further confirm the difference in heat tolerance between the heat-resistant jujube cultivar ‘HR’ and the heat-sensitive jujube cultivar ‘HS’, we measured the electrolyte leakage, MDA and proline content. Compared with the control treatment (0 d), there was no significant difference in the relative electrolyte leakage and MDA content in ‘HR’ leaves after 1, 3 d of heat stress, while exposure to heat stress for 5 days significantly increased the relative electrolyte leakage and MDA content by 18.04% and 36.14%, respectively (**Fig 1B and 1C**). For heat-sensitive jujube cultivar ‘HS’, exposure to heat stress for 1, 3 days significantly increased the relative electrolyte leakage by 25.36%, 37.97%, respectively, and the MDA content were significantly increased by 34.93%, 75.69% and 117.29% after 1, 3,5 d of heat stress, respectively.

Compared with the control treatment (0 d), exposure to heat stress for 3, 5 days significantly increased the proline content in the leaves of ‘HR’ and ‘HS’, among which the proline content of ‘HR’ were increased by 59.53%, 211.75%, respectively, and the proline content of ‘HS’ were increased by 54.83%, 165.09%, respectively. No significant differences were observed in the proline content of the two jujube cultivars between the 1d of heat stress and the control treatments (**Fig 1D**). In addition, the proline content of ‘HR’ was always higher than that of ‘HS’ among all the experimental treatments. These results indicated that ‘HS’ was sensitive while ‘HR’ was tolerant to heat stress.

### Illumina sequencing and alignment to the reference genome

In order to determine the transcriptome profiles of ‘HR’ and ‘HS’ in response to heat stress, we performed RNA-Seq analyses on ‘HR’ and ‘HS’ at 0, 1, 3, and 5 d. Three biological replicates were made at each time point for both cultivars. We established 24 RNASeq cDNA libraries (HR-0-a, HR-0-b, HR-0-c; HR-1-a, HR-1-b, HR-1-c; HR-3-a, HR-3-b, HR-3-c; HR-5-a, HR-5-b, HR-5-c; HS-0-a, HS-0-b, HS-0-c; HS-1-a, HS-1-b, HS-1-c; HS-3-a, HS-3-b, HS-3-c; HS-5-a, HS-5-b, HS-5-c). 

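Leaf RNA of ‘HS’, the cultivar the paper describes as heat sensitive, was available from 12 of these libraries, with 3 replicates (a, b and c) at each of 0, 1, 3 and 5 d. The heat treatment was 45 °C, and plants had before that been kept at 30 °C by day and 20 °C by night. The ‘HR’ libraries were not analysed here. S2 Table of the paper gives between 22595993 and 32752424 clean read pairs per ‘HS’ library. It gives 41006697 to 42949660 mapped reads at 0 d (median 42783582) and 39189544 to 56434516 at 1 d (median 55180243). At 3 d the range was 43828094 to 49480663 (median 44853856), and at 5 d it was 38653190 to 44988955 (median 40654995). The authors mapped the clean reads to the jujube genome with Bowtie 2 and TopHat 2, assembled transcripts with Cufflinks, and deposited 1 FPKM value per gene and library. The table holds 32876 genes, of which 29293 carry the ID of an annotated gene and 3583 were newly discovered by the authors. For a gene with few reads, FPKM moves in steps whose size depends on the depth of the library. The relative depths read from such steps, among genes at an FPKM of 0.3 or less, differed from the mapped reads of S2 Table by at most 0.727%, so the FPKM values are scaled to those reads. Read counts were not recovered from the FPKM values, because in every library under 6.2% of these low genes lay on whole steps. Expression was therefore compared as log2(FPKM + 1) with limma, in 1 fit over the 12 libraries. The test covered the 19550 genes with an FPKM of 1 or more in at least 3 libraries. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p of 0.01 or less and a fold change of 2 or more, the thresholds of the paper. All log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The added 1, the filter on low FPKM, the scaling between libraries, the thresholds and the replicates used could each move the numbers, and each was varied. Gene names were paired with the IDs of the table through the supplementary tables of the paper.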

After filtering and trimming, 22,595,993–32,752,424 clean reads (the percentage of Q30 and GC being 91.25–94.79% and 44–45.97%) were obtained (**S2 Table**), Most reads (81.91–87.76%) could be mapped to the jujube reference genome, among which 71.08–76.71% were uniquely mapped ones. 

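The median FPKM of the genes above 0 was 4.72 ± 0.288 (SD, n = 3 libraries) in ‘HS’ at 0 d and 4.76 ± 0.0619 (SD, n = 3) at 1 d. It was 5.30 ± 0.254 (SD, n = 3) at 3 d and 5.14 ± 0.179 (SD, n = 3) at 5 d. On the log10 scale these medians lay between 0.642 and 0.737 in the 12 libraries. Each library at 3 d and at 5 d had a higher median than each library at 0 d, whereas the range at 1 d lay within that at 0 d. Between 3 libraries and 3, the smallest two-sided p of an exact permutation test is 0.10, so no such difference could pass 0.05. The 75th percentile of FPKM ranged from 15.7 to 18.3. Between 17392 and 18060 genes per library had an FPKM of 1 or more, with 17762 ± 327 (SD, n = 3) at 0 d and 17781 ± 17.0 (SD, n = 3) at 5 d.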

Box-plots displayed the range of the fragments per kilobase of exon per million fragments mapped (FPKM) values in all the 24 libraries (**Fig 2A**). Sample clustering analysis presented 4 Clusters. 

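Among the 12 ‘HS’ libraries alone, Pearson’s r on log2(FPKM + 1) across the 19550 genes was lowest for the pairs with a 0 d library, and among these it fell from 1 d to 5 d. It lay between 0.869 and 0.888 over the 9 pairs of a 0 d and a 1 d library. For 0 d against 3 d it was 0.841 to 0.880, and for 0 d against 5 d it was 0.816 to 0.852. The heat-treated libraries were closer to one another, with 0.925 to 0.934 between 1 d and 3 d, 0.904 to 0.930 between 1 d and 5 d, and 0.911 to 0.937 between 3 d and 5 d. These values are across genes, which are not independent replicates. Average-linkage clustering on 1 − r into 4 clusters kept the 3 libraries at 0 d and the 3 libraries at 5 d each in a cluster of their own. Replicate a at 3 d fell into the cluster of the 1 d libraries, and replicates b and c at 3 d formed the remaining cluster. The library closest to replicate a at 3 d was replicate b at 1 d (r = 0.934), above its own replicates b and c (r = 0.926 to 0.927). With 2 clusters, the tree set the 0 d libraries against all the heat-treated ones.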

We found that Cluster 1 only gathered samples of ‘HR’, Cluster 2 assembled mostly samples of ‘HS’, Cluster 3 and 4 grouped about the same number of samples in both ‘HR’ and ‘HS’, these results indicated that the gene expression profile in ‘HR’ is quite different from that in ‘HS’ after 5 d of heat stress (**Fig 2B**).

**Fig 2:**
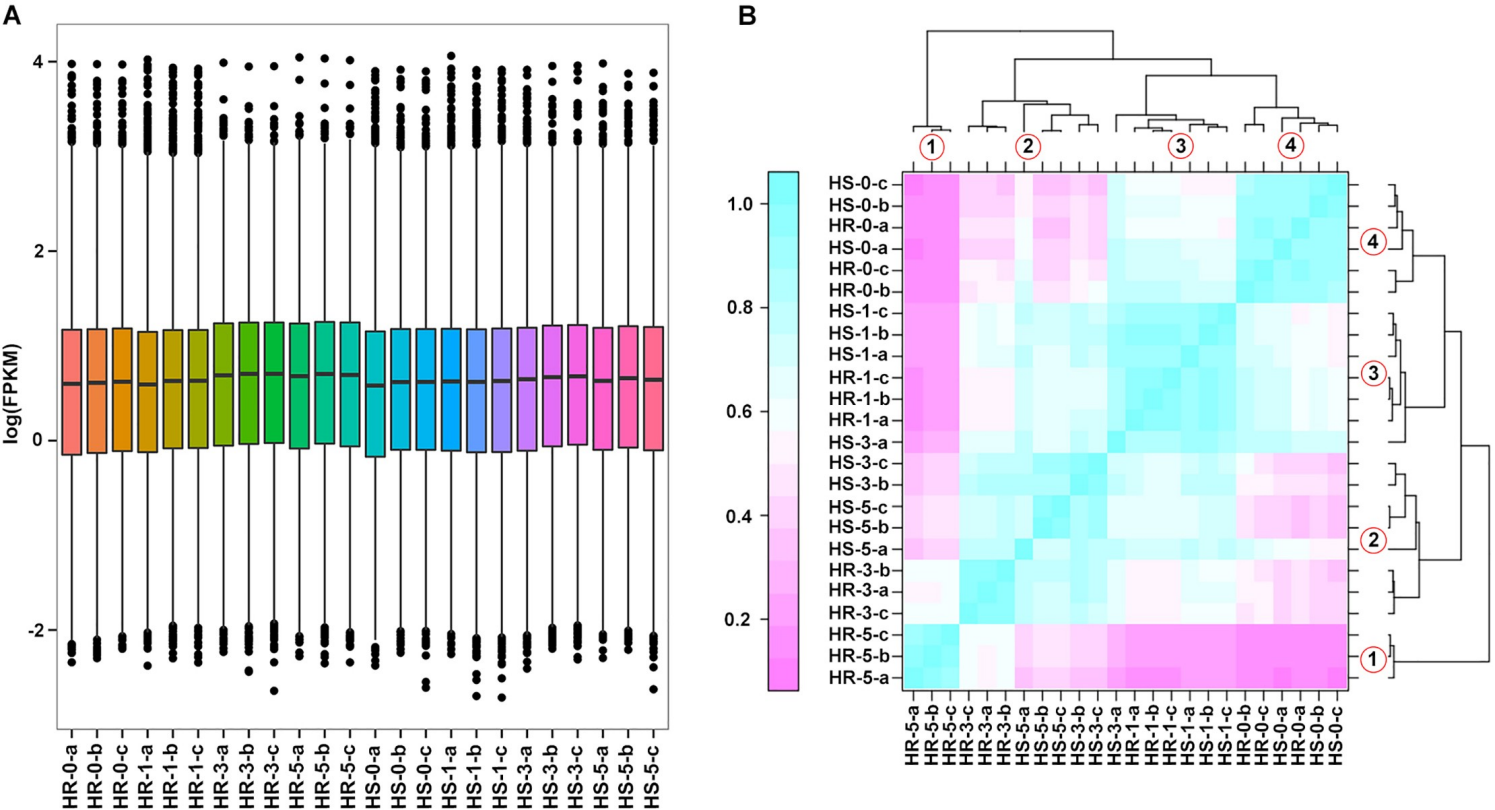
Overview of the Illumina transcriptome sequencing. (A) Gene expression levels of all the 24 libraries. HR represents the heat resistant jujube cultivar, HS represents the heat sensitive jujube cultivar. (B) Heatmap clustering showing the sample correlation analysis of the 24 sequenced samples. The number 1, 2, 3 and 4 represent the 4 Clusters of samples.

### Explorations of differentially expressed genes between ‘HR’ and ‘HS’ cultivars

To identify the number of DEGs between ‘HR’ and ‘HS’ after 0, 1, 3, 5d of heat stress, we analyzed the gene expression patterns using the DEGseq [33] based on the Fold Change ≥2 and FDR <0.01.

In total, 6887 and 5077 differentially expressed genes were identified in ‘HR’ and ‘HS’, respectively (**S3 Table**). 

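In ‘HS’, 4554 of the 19550 genes tested were DEGs in one or more of the 3 comparisons with 0 d. Without a minimum fold change, which moved this total most among the settings that kept all libraries, it was 8124. With the libraries of 1 letter left out at every time point, it was 5720 without replicate a, 1127 without replicate b and 1164 without replicate c. A single F-test of any difference among the 4 time points called 6435 genes at the same adjusted p.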

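Of the ‘HS’ genes tested with limma, 2137 were DEGs at 1 d against 0 d, 941 of them higher and 1196 lower. At 3 d the total was 2881, with 1555 higher and 1326 lower, and at 5 d it was 3689, with 1871 higher and 1818 lower. Annotated genes made up 1967, 2632 and 3400 of these totals, and newly discovered genes 170, 249 and 289. The share of higher genes was thus 44.0%, 54.0% and 50.7%, and it moved with the scaling between libraries. After scaling by median-of-ratios factors, 906 genes were higher and 1287 lower at 1 d (41.3% higher), 1200 and 1617 at 3 d (42.6% higher), and 1543 and 2110 at 5 d (42.2% higher). The median log2 fold change of all genes tested was 0.04, 0.12 and 0.10 at 1, 3 and 5 d with FPKM as deposited, and 0.01 at each after that scaling. After quantile normalization the shares at 3 d and 5 d were 46.0% and 46.1%. The fit that moved the counts at 1 d by the largest ratio left out replicate c, with 42 genes higher and 21 lower, whereas without replicate a there were 1260 and 1431.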

As shown in Table 1, 1880, 4350 and 5435 annotated genes were differentially expressed in ‘HR’ after heat stress for 1, 3 and 5d, respectively; among which, 1078 up-regulated genes and 802 down-regulated genes were identified in the HR1d vs HR0d comparison; in the HR3d vs HR0d comparison, the number of up-regulated genes and down-regulated genes was 2077 and 2273, respectively; in the HR5d vs HR0d comparison, the numbers were 2315 and 3120, respectively (**S4 Table**).Meanwhile, There were 2390, 2998, and 4064 annotated genes differentially expressed in ‘HS’ after heat stress for 1, 3 and 5d, respectively; in the HS1d vs HS0d comparison, the number of up-regulated genes and down-regulated genes was 1035 and 1355, respectively; in the HS3d vs HS0d comparison, 1327 genes were up-regulated and 1671 genes were down-regulated; in the HS5d vs HS0d comparison, there were 1759 up-regulated genes and 2305 down-regulated genes.

**Table 1:** The number of DEGs in different comparisons.

DEGs	All DEGs		Up-regulated	Down-regulated
	Annotated	New discovered		
HR1d_vs_HR0d	1880	56	1078	802
HR3d_vs_HR0d	4350	95	2077	2273
HR5d_vs_HR0d	5435	102	2315	3120
HS1d_vs_HS0d	2390	68	1035	1355
HS3d_vs_HS0d	2998	85	1327	1671
HS5d_vs_HS0d	4064	86	1759	2305
HR0d_vs_HS0d	337	18	179	158
HR1d_vs_HS1d	605	23	203	402
HR3d_vs_HS3d	832	39	388	444
HR5d_vs_HS5d	1403	37	860	543

Venn diagram analysis showed that 487 up-regulated and 547 down-regulated genes overlapped in the HR1d vs HR0d, HR3d vs HR0d, HR5d vs HR0d comparisons, whereas 555 common genes were found to be up-regulated and 951 down-regulated in the HS1d vs HS0d, HS3d vs HS0d, HS5d vs HS0d comparisons (**Fig 3**).

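From the FPKM values of ‘HS’, 640 genes were higher and 801 lower in all 3 comparisons. The 1 d and 3 d comparisons shared 715 higher and 881 lower genes, those at 1 d and 5 d shared 718 and 950, and those at 3 d and 5 d shared 1190 and 1137. Found in a single comparison were 148 higher genes at 1 d, 290 at 3 d and 603 at 5 d, and 166, 109 and 532 lower genes. Among the lower genes common to the 3 comparisons and lower in every replicate letter, the largest fall at 5 d was that of gene6747. Its FPKM was 131 ± 27.4 (SD, n = 3) at 0 d and 1.04 ± 0.795 (SD, n = 3) at 5 d, a log2 fold change of −6.07 (standard error 0.58, adjusted p = 2.1e-05 from limma with Benjamini-Hochberg adjustment). Next was gene20432, from 126 ± 17.0 to 1.43 ± 1.67 (SD, n = 3), a log2 fold change of −5.91 (standard error 0.88). The supplementary tables pair neither ID with a LOC name. The largest rises were those of the HSP genes LOC107430166 and LOC107424261.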

**Fig 3:**
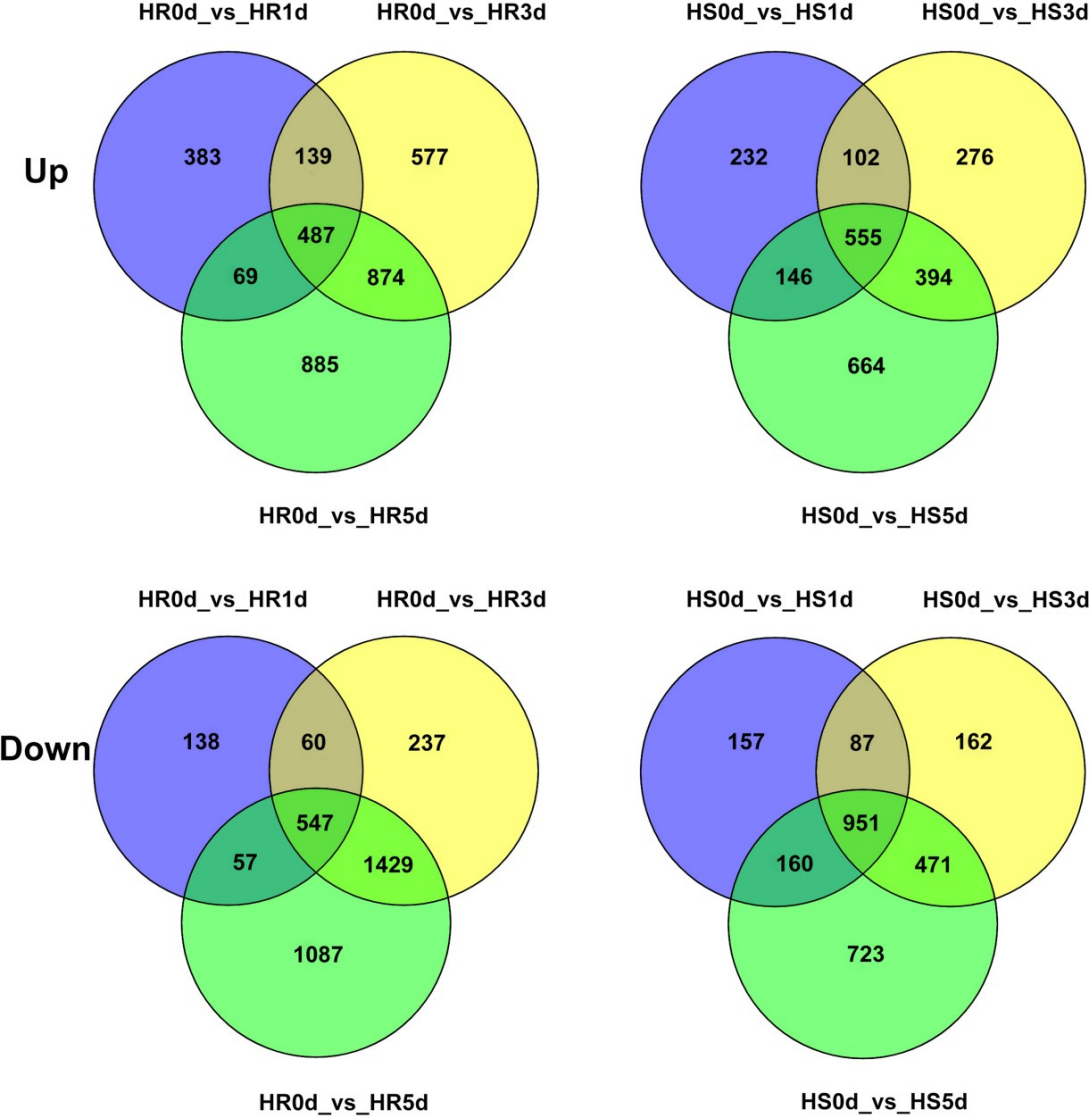
Venn diagrams of the overlapped DEGs identified in ‘HR’ and ‘HS’ under heat stress.

Furthermore, we identified the genes expressed under the same heat stress time period between ‘HR’ and ‘HS’ (Table 1). In the control treatment (0 d), 179 genes were up-regulated and 158 genes were down-regulated in the HR0d vs HS0d comparison; After being subjected to heat stress, 203 genes were up-regulated and 402 genes were down-regulated in the HR1d vs HS1d comparison; 388 genes were up-regulated and 444 genes were down-regulated in the HR3d vs HS3d comparison; and 860 genes were up-regulated and 543 genes were down-regulated in the HR5d vs HS5d comparison. Venn diagram results showed that 5 genes (LOC107406551, LOC107434446, LOC107412389, Ziziphus_jujuba_newGene_4043, Ziziphus_jujuba_newGene_7074) were down-regulated in the four comparisons (**Fig 4**).

**Fig 4:**
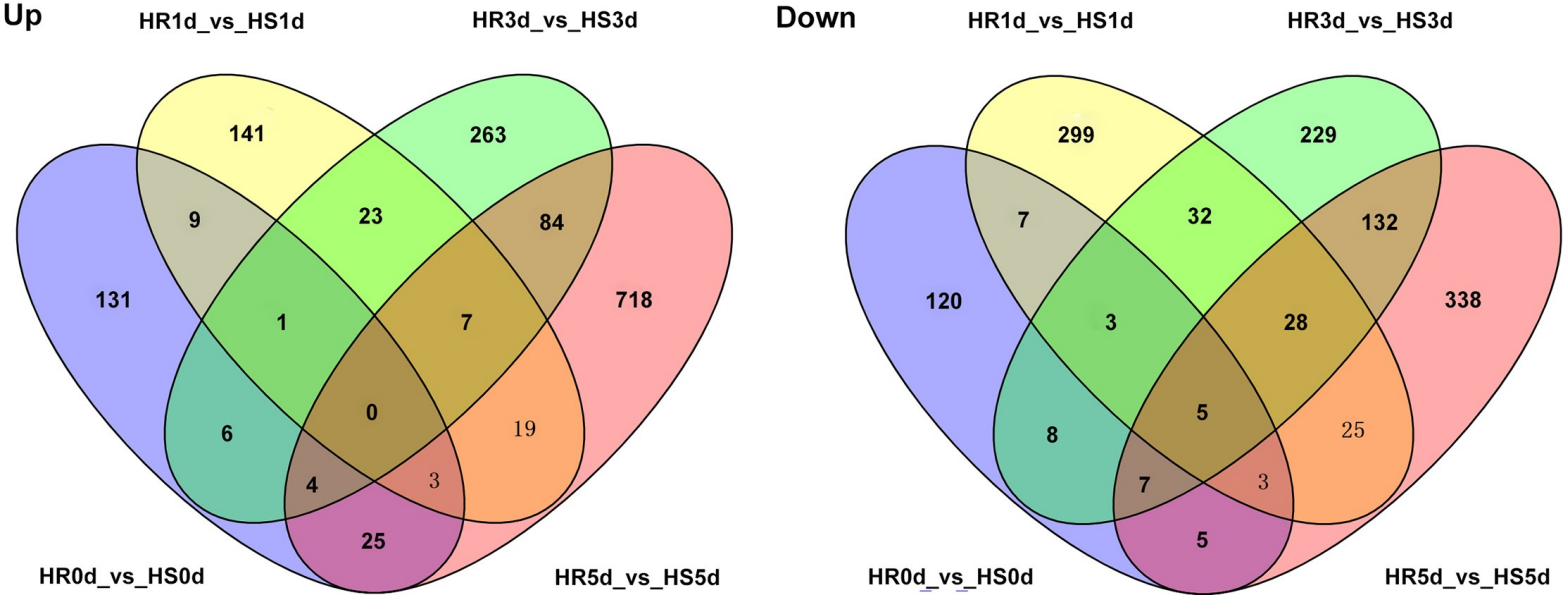
Venn diagrams of up- and down-regulated genes of different heat stress time points between ‘HR’ and ‘HS’ after 0, 1, 3, 5d of heat stress.

### Functional analysis of DEGs in ‘HR’ and ‘HS’ cultivar

To functionally annotate the DEGs in ‘HR’ and ‘HS’ jujube cultivar after different time of heat stress (1d vs.0d, 3d vs.0d, and 5d vs.0d), we aligned the DEGs against the Gene Ontology (GO) and Kyoto and Encyclopedia of Genes and Genomes (KEGG) database. GO enrichment analysis showed 61, 101, 116 GO terms were identified in HR1d vs. HR0d, HR3d vs. HR0d, HR5d vs. HR0d, respectively (*P*< 0.05) (**S5 Table**). There were 99, 107, 109 GO terms identified in HS1d vs. HS0d, HS3d vs. HS0d, HS5d vs. HS0d, respectively. 

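For ‘HS’, S5 Table lists the DEGs behind the terms “response to heat”, “response to stress”, “response to water deprivation” and “oxidation-reduction process”, and these genes were looked up in the FPKM table. The lists are the calls of the paper on the same libraries, so the overlap shows no stability. Some lists are shortened in the table, and whether a term is enriched was not recomputed, since the terms of all other genes were not used here. Over the 12 lists, 301 of 357 entries tested passed the thresholds, 168 higher and 133 lower. The alternatives that moved this count most left out replicate b or replicate c, with 91 entries in either case. Of the genes for response to heat, 14 were higher and 3 lower among 19 tested at 1 d, 18 and 4 among 23 at 3 d, and 24 and 4 among 30 at 5 d. Their median log2 fold change was 1.55 at 1 d and at 5 d. For response to stress, 22 of 29 were higher at 1 d, 25 of 36 at 3 d and 25 of 41 at 5 d, with a median of 1.86 at 1 d and 1.40 at 5 d. The genes read for the oxidation-reduction process, from lists shortened at each time point, moved the other way. Among the 39 tested at each of 1, 3 and 5 d, 8, 5 and 4 were higher and 22, 29 and 27 lower. Their medians were −1.38, −1.28 and −1.51. For response to water deprivation the lists were mixed, with 4 higher and 7 lower at 1 d, 8 and 9 at 3 d, and 11 and 8 at 5 d. After median-of-ratios scaling the genes of this term at 3 d were 5 higher and 14 lower. The medians of all 4 terms kept their sign under that scaling and under quantile normalization.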

Multiple DEGs were enriched in “oxidation-reduction process” (GO:0055114), “response to stress” (GO:0006950), “response to water deprivation” (GO:0009414), and “response to heat” (GO:0009408) terms among all the six comparisons (**Fig 5, S5 Table**), indicating that genes involved in these biological processes may participate in responding to heat stress.

**Fig 5:**
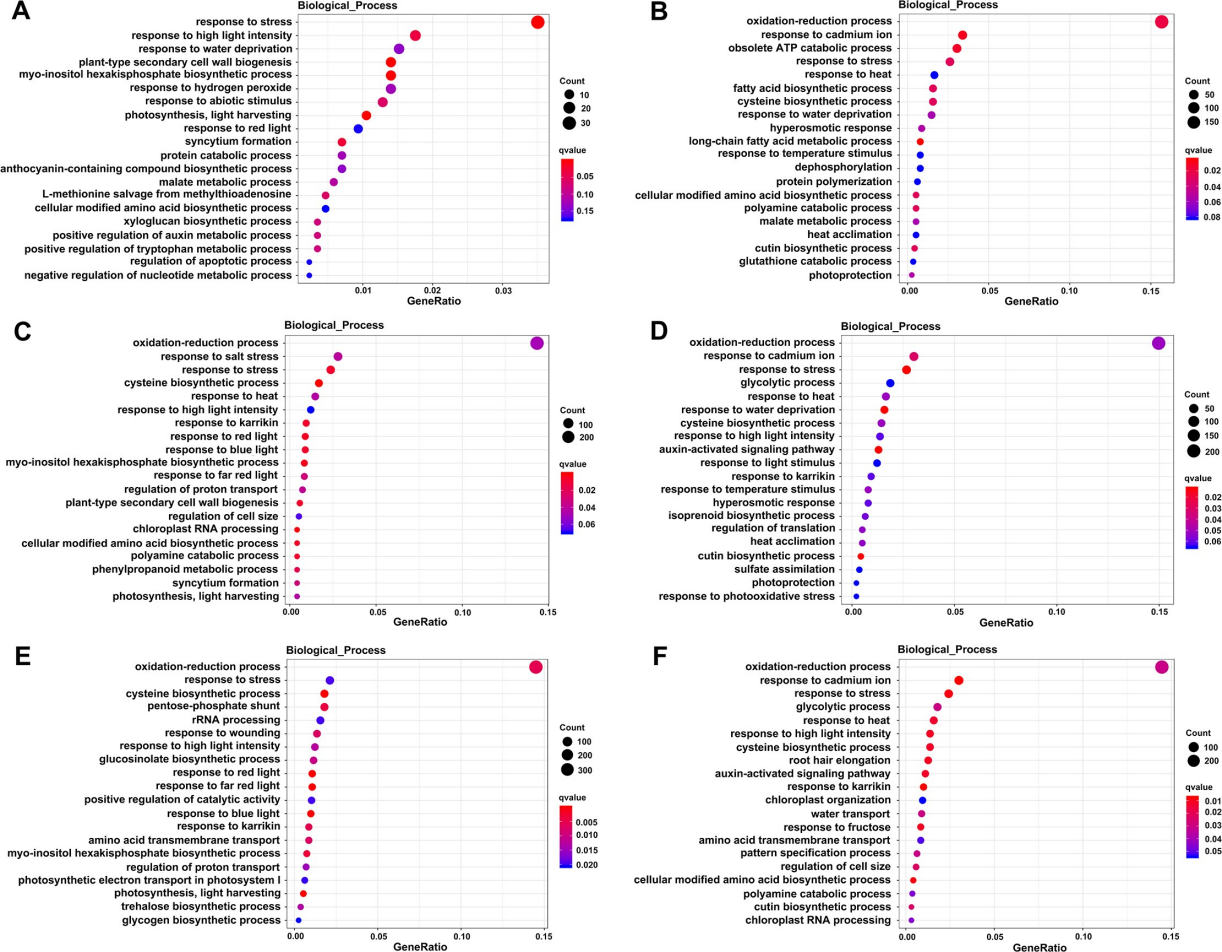
Scatterplot of enriched GO pathways between the two cultivars after heat stress. (A), (C) and (E) represent enriched GO pathways of the DEGs in HR 1d vs. HR0d, HR 3d vs. HR0d, and HR 5d vs. HR0d, respectively; (B), (D) and (E) represent enriched GO pathways of the DEGs in HS 1d vs. HS0d, HS 3d vs. HS0d, and HS 5d vs. HS0d, respectively. The horizontal axes represent the enriched GO pathways, vertical axes represent the GeneRatio of each GO pathway. GeneRatio refers to the ratio of the number of DEGs enriched in certain GO pathway to the total number of differentially expressed genes. The greater the value is, the higher the number of DEGs is. The size of the dots indicates the number of DEGs enriched in certain pathway, and the color of the dots corresponds to the range of the q value (adjusted p value). Only the top 20 terms are listed here.

KEGG analysis was performed to identify the potential biological pathways of genes represented in the transcriptome after heat stress in jujube. Results showed that 15, 27, and 27 pathways were significantly enriched for DEGs in HR1d vs. HR0d, HR3d vs. HR0d, HR5d vs. HR0d, respectively, and 32, 28, 27 pathways were significantly enriched in HS1d vs. HS0d, HS3d vs. HS0d, HS5d vs. HS0d, respectively (**S6 Table**). The pathways enriched for DEGs of HR1d vs. HR0d were “carbon metabolism” (ko01200), “protein processing in endoplasmic reticulum” (ko04141), and “biosynthesis of amino acids” (ko01230) (**Fig 6A**); the pathways enriched for HS1d vs. HS0d DEGs were “carbon metabolism” (ko01200) and “biosynthesis of amino acids” (ko01230) (**Fig 6B**), indicating that genes in these pathways may be involved in early heat stress response. 

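In ‘HS’ at 1 d against 0 d, 34 of the 40 carbon metabolism genes read from the shortened list of S6 Table passed the thresholds, 4 higher and 30 lower. Their median log2 fold change was −1.27. For biosynthesis of amino acids, 3 genes were higher and 24 lower among 35 tested, with a median of −1.18. Both medians stayed below 0 after median-of-ratios scaling, at −1.30 and −1.21, and after quantile normalization, at −1.17 and −1.14. Over the 8 lists of pathways that the paper names for ‘HS’ at 1, 3 and 5 d, 238 of 298 entries passed, and 66 did so without replicate c, the setting that moved this count most. As for the GO terms, these genes were listed by the paper as DEGs of the same libraries, and the enrichment itself was not recomputed.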

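The S6 Table lists of carbon metabolism and biosynthesis of amino acids for ‘HS’ at 3 d against 0 d are shortened. The carbon metabolism genes read were 3 higher and 30 lower among 40 tested, with a median log2 fold change of −1.25. The genes read for biosynthesis of amino acids were 8 higher and 24 lower among 41, with a median of −1.21. The genes for protein processing in endoplasmic reticulum rose, with 29 higher and 4 lower among 37 and a median of 1.98. These opposite directions held under the median-of-ratios and quantile scalings, where the median of the last pathway was 1.85 and 1.89.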

The pathways enriched for HR3d vs. HR0d and HS3d vs. HS0d DEGs were “carbon metabolism” (ko01200), “biosynthesis of amino acids” (ko01230), and “protein processing in endoplasmic reticulum” (ko04141) (**Fig 6C and 6D**). 

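At 5 d against 0 d in ‘HS’, 28 of the 40 genes read for carbon metabolism were lower and 4 were higher, with a median log2 fold change of −1.28. For glycolysis and gluconeogenesis, 23 were lower and 5 higher among 39 tested (median −1.21). For glycine, serine and threonine metabolism, 15 were lower and 4 higher among 26 tested (median −1.22), and 3 further genes of this list were not analysed here. The listed carbon metabolism and glycolysis genes are the first part of longer lists that S6 Table shortens.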

The pathways enriched for HR5d vs. HR0d DEGs were “carbon metabolism” (ko01200), “starch and sucrose metabolism” (ko00500), “plant hormone signal transduction” (ko04075), “glycolysis / gluconeogenesis” (ko00010) (**Fig 6E**); the pathways enriched for HS5d vs. HS0d DEGs were “carbon metabolism” (ko01200), “glycolysis / gluconeogenesis” (ko00010) and “glycine, serine and threonine metabolism” (ko00260) (**Fig 6F**), suggesting that these metabolism processes possibly play important roles in response to heat after 5 days. Additionally, heat shock protein genes belonging to the protein processing in endoplasmic reticulum (ko04141) pathway were significantly enriched in HR1d vs. HR0d, suggesting that ‘HR’ can sharply accumulate heat shock proteins to improve the heat tolerance of the plants when suffering from heat stress.

**Fig 6:**
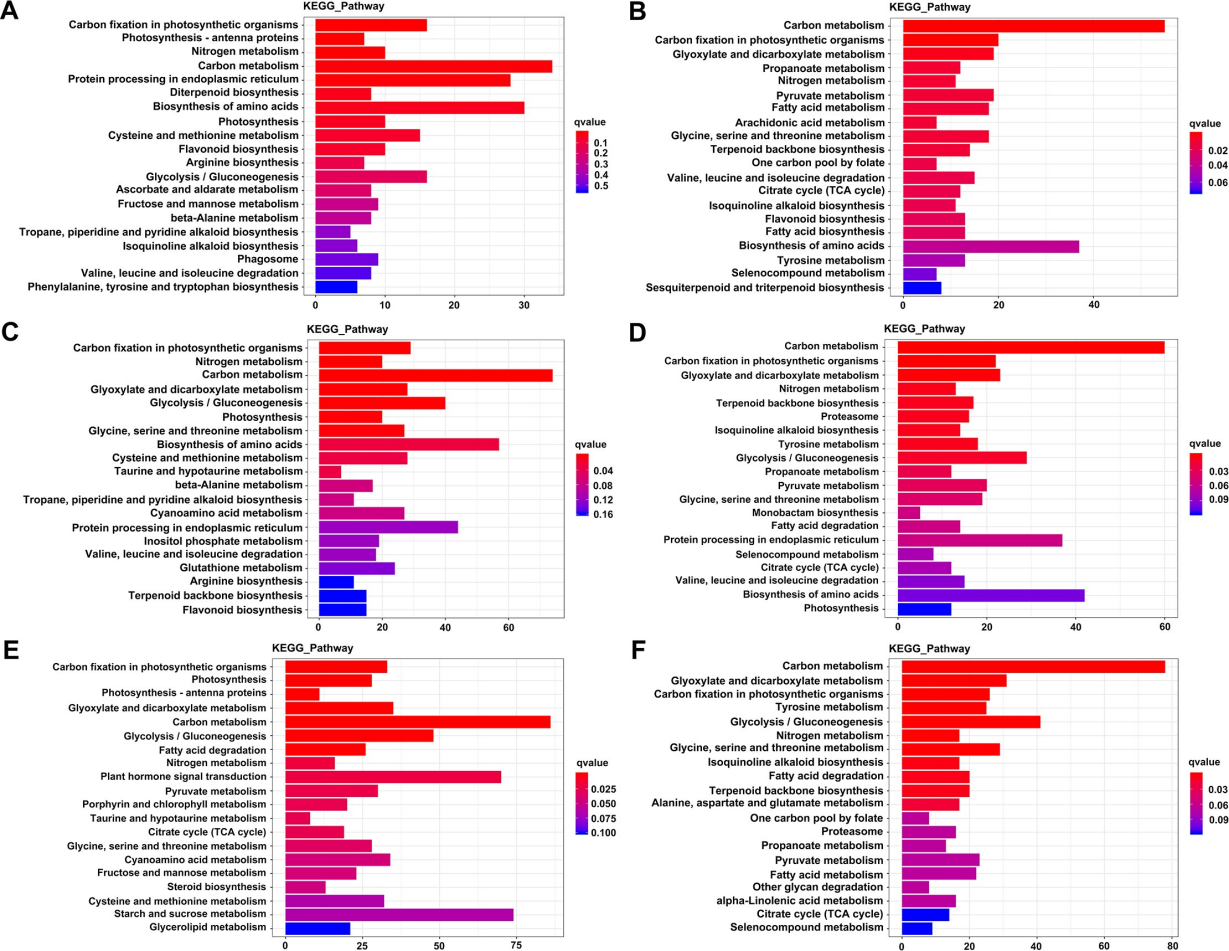
Scatterplot of enriched KEGG pathways between the two cultivars after heat stress. (A), (C) and (E) represent enriched KEGG pathways of the DEGs in HR 1d vs. HR0d, HR 3d vs. HR0d, and HR 5d vs. HR0d, respectively; (B), (D) and (E) represent enriched KEGG pathways of the DEGs in HS 1d vs. HS0d, HS 3d vs. HS0d, and HS 5d vs. HS0d, respectively. The horizontal axes represent the enriched KEGG pathways, vertical axes represent the number of DEGs enriched in each KEGG pathway. The bar indicates the number of DEGs enriched in certain pathway, and the color of the bars corresponds to the range of the q value (adjusted p value). The longer the bar is, the more the number of DEGs is. Only the top 20 terms are listed here.

### HSPs related to heat stress

HSPs are well known to play important roles in responding to heat stress. In this study, four *HSP90s*, two *HSP70s*, and eighteen *sHSPs* were identified as candidate genes in different HSP families, among which, *sHSPs* including *HSP26*.*5*, *HSP22*.*0*, *HSP18*.*5*, *HSP17*.*4*, *HSP17*.*1* and *HSP16*.*9*. All *HSPs* (except LOC107413527) were significantly up-regulated in both ‘HR’ and ‘HS’ jujube cultivar under heat stress (**Fig 7**). In addition, one DEG (LOC107420074) was up-regulated only in ‘HR’ and one DEG (LOC107429130) was only up-regulated in ‘HS’. 

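Of the 24 HSP genes of Fig 7, 8 could be paired with an ID of the FPKM table through the supplementary tables, and the other 16, LOC107413527 among them, were not analysed here. In ‘HS’, 7 of the 8 passed the filter on low FPKM, and all 7 were DEGs with higher expression in one or more comparisons. In all 3 comparisons 6 of them were. Adjusted over the 21 tests of this list alone, the counts were also 7 and 6. The largest rise was that of LOC107430166, heat shock protein 83 (gene21597). Its FPKM was 0.452 ± 0.147 (SD, n = 3) at 0 d, 58.7 ± 16.1 at 1 d, 95.6 ± 11.7 at 3 d and 120.2 ± 9.16 at 5 d. Its log2 fold changes were 5.33, 6.05 and 6.39 (standard error 0.18, adjusted p between 4.1e-08 and 1.34e-07 from limma with Benjamini-Hochberg adjustment). With 0.1 in place of 1 added to FPKM, the alternative that moved the HSP genes most, its change at 5 d was 7.80. LOC107424261, a 22.0 kDa class IV heat shock protein, rose from an FPKM of 1.56 ± 0.143 (SD, n = 3) at 0 d to 201.8 ± 30.1 (SD, n = 3) at 5 d, a log2 fold change of 6.30 (standard error 0.21). The chloroplastic small heat shock protein LOC107404752 changed by 2.47, 3.89 and 5.10 on the log2 scale at 1, 3 and 5 d. LOC107420159, a cytosolic class II protein, stayed nearly level after 1 d, at 86.7 ± 16.91, 97.4 ± 0.887 and 107.6 ± 0.332 (FPKM ± SD, n = 3). The exception was LOC107435148, a class III heat shock protein, with log2 fold changes of 1.13, 0.93 and 1.31 (standard error 0.34, limma with Benjamini-Hochberg adjusted p = 0.0254, 0.0484 and 0.00915). It was a DEG at 5 d alone. After median-of-ratios scaling or quantile normalization its adjusted p at 5 d was above the threshold. Without the filter on low FPKM it was too (0.0151, limma with Benjamini-Hochberg adjustment). In each case 6 of the 7 genes were left as DEGs, and no HSP gene changed direction. In its discussion the paper reasons from the rise of these genes, and from reports that HSPs are critical for plants to acclimate to heat, that they are important in the heat tolerance of jujube.

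**Figure D1:**
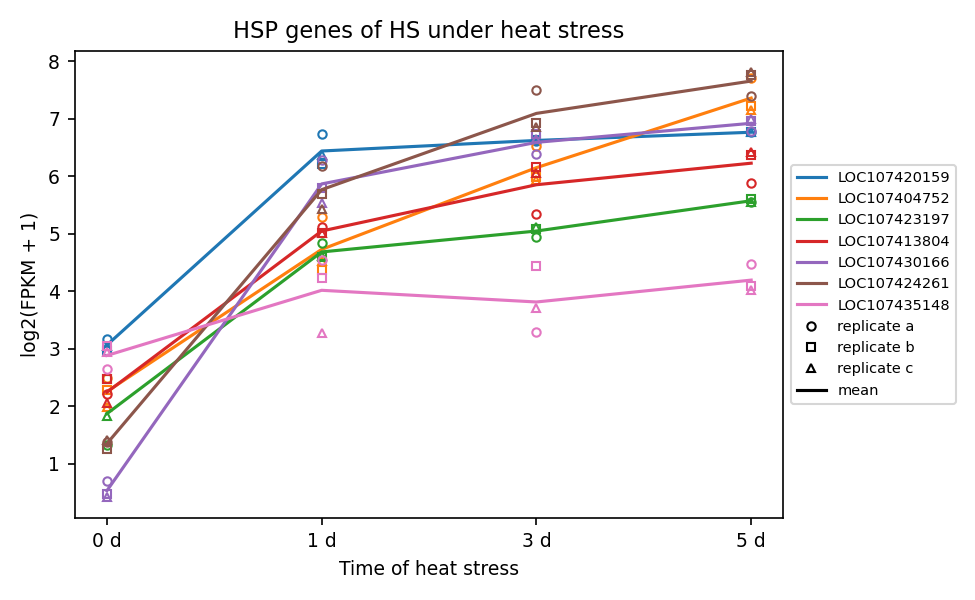
Expression of the 7 HSP genes tested in ‘HS’ at 0, 1, 3 and 5 d of heat stress. The vertical axis is log2(FPKM + 1), each symbol is 1 library with its shape giving the replicate letter, and the lines join the means of the 3 replicates. Expression rises between 0 d and 1 d, by most for LOC107430166 and by least for LOC107435148.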

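In the ‘HS’ libraries LOC107420074 (gene12299, a class II heat shock protein) stayed under the filter on low FPKM. Its FPKM was listed at 0 in replicates a and c at 0 d and was 0.0901 in replicate b. At 1 d the values of replicates a, b and c were 0.143, 0.373 and 0.412, at 3 d 0.0462, 1.27 and 0.341, and at 5 d 0.312, 0.905 and 0.593. Tested without the filter, its log2 fold changes were 0.34, 0.52 and 0.62 (limma with Benjamini-Hochberg adjusted p = 0.355, 0.141 and 0.0722). LOC107420159, also a class II protein, has the next ID in the table, and reads of alike sequences could have been split between both, which was not examined. LOC107429130 was not analysed here.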

Two *sHSPs* (LOC107407995, LOC107410965) were sharply responsive to heat stress in ‘HR’ at 1 d and the expression levels increased after 3, 5 d of heat stress, while the two *sHSPs* were identified to be up-regulated in ‘HS’ only after 5 d of heat stress.

**Fig 7:**
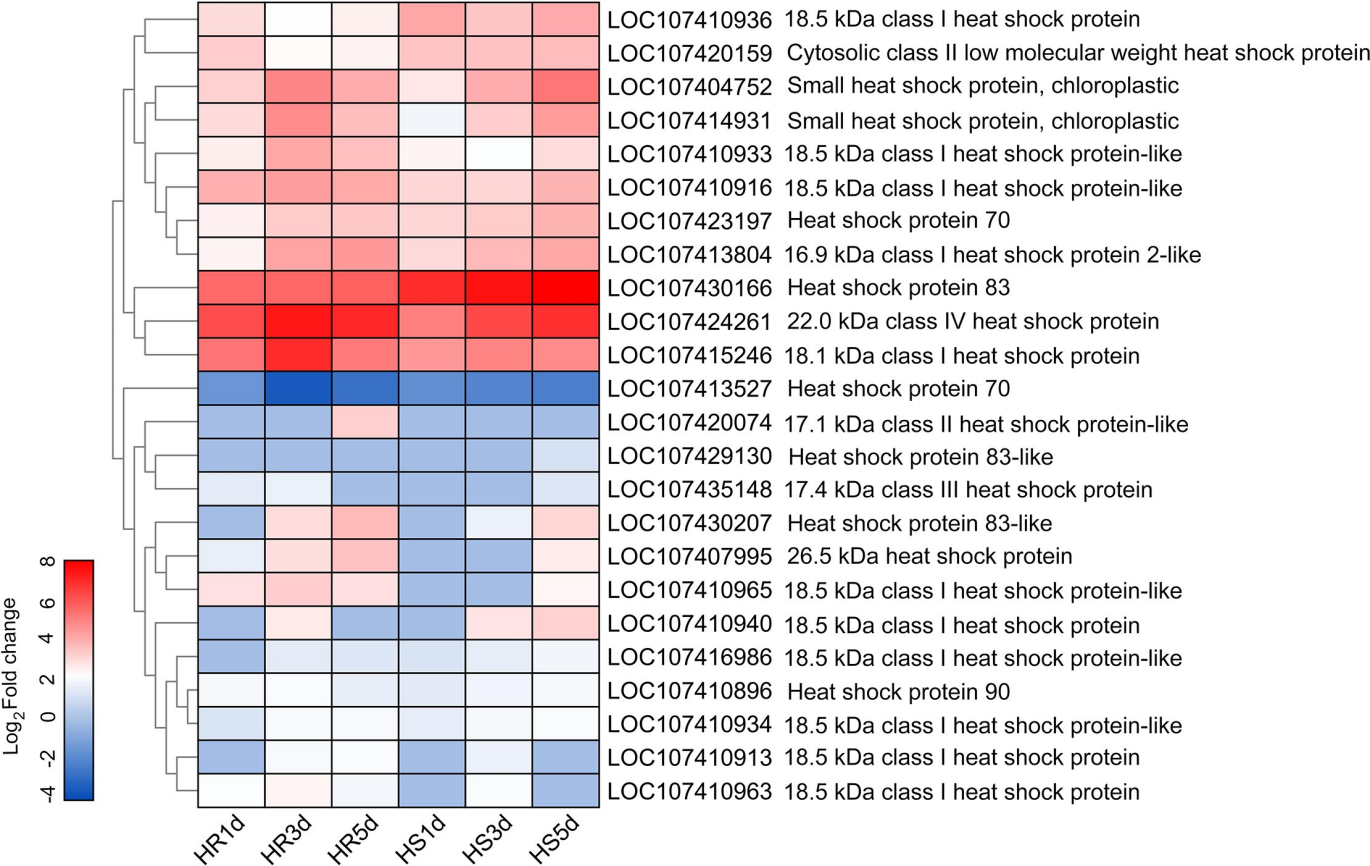
Cluster analysis of DEGs identified as HSP families. Horizontal axes represent 1, 3, and 5 d (from left to right) of heat stress in HR and HS, vertical axes represent gene ID and gene description. Heat map shows the log_2_ Fold change values ranging from blue (low expression) to red (high expression).

### Transcription factors involved in heat stress

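S7 Table names 52 transcription factor genes for ‘HS’, as 93 entries of a gene in a comparison. Of these, 91 were in the FPKM table and 85 passed the filter on low FPKM. The direction was the one listed for 84 of the 85, and 70 passed the thresholds in that direction, 50 higher and 20 lower. By time point, 18 of 21 entries tested passed at 1 d, 23 of 27 at 3 d and 29 of 37 at 5 d. The list holds the calls of the paper on these libraries, so this overlap shows no stability. Without replicate b or replicate c the count fell to as few as 9, the largest move, and the settings that kept all libraries gave 62 to 77.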

In our present study, 86 and 52 DEGs were respectively identified to be involved in eight TF families in ‘HR’ and ‘HS’ during the heat stress (**S7 Table**). These TF families include *ERF*, *WRKY*, *MYB*, *NAC*, *DERB*, *bHLH*, *HSF* and *C2H2* (**Table 2**). There were 21 common transcription factors in HR1d vs.HR0d, HR3d vs.HR0d, and HR5d vs.HR0d, among which, 16 genes encoding four *ERFs* (LOC107432807, LOC107404986, LOC107408332, LOC107417413), six *NACs* (LOC107419222, LOC107421097, LOC107428947, LOC107435293, LOC107406551, and Ziziphus_jujuba_newGene_7074), one *MYB* (LOC107426233), one *bHLH* (LOC107421731), two *zinc finger proteins* (LOC107417576, LOC107424717), two *HSFs* (LOC107431837, LOC107429964) were up-regulated and 5 genes encoding two *ERFs* (LOC107435298, LOC107415044), one *WRKY* (LOC107432867), one *bHLH* (LOC107432409), one *zinc finger protein* (LOC107416167) were down-regulated in ‘HR’ at all the heat stress time points. In addition, 15 common transcription factor genes encoding six *ERFs* (LOC107404986, LOC107405213, LOC107408332, LOC107424539, LOC107435298, LOC107415044), two *NACs* (LOC107406551, LOC107416163), one *MYB* (LOC107412845), two *bHLHs* (LOC107421731, LOC107432409), two *zinc finger proteins* (LOC107417576, LOC107424717), two *HSFs* (LOC107431837, LOC107429964) were identified in HS1d vs. HS0d, HS3d vs. HS0d, and HS5d vs. HS0d. 

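All 15 of these genes could be paired with the FPKM table, and 14 passed the filter in ‘HS’. Of the 14, 8 were higher and 3 lower in all 3 comparisons, and 10 and 3 were so in one or more. Adjusted over the 42 tests of the list alone, 9 were higher in all 3. The zinc finger gene LOC107417576 (gene10053) had the largest rise at 3 d, from an FPKM of 195.8 ± 15.2 (SD, n = 3) at 0 d to 2391 ± 276 (SD, n = 3). Its log2 fold changes were 2.43, 3.60 and 3.31 (standard error 0.14, limma with Benjamini-Hochberg adjusted p between 1.88e-07 and 3.69e-06). The ERF genes LOC107408332, LOC107405213 and LOC107404986 rose by 1.24 to 2.22 on the log2 scale, and LOC107404986 remained at an FPKM of 3.29 ± 1.33 (SD, n = 3) or less on average. The bHLH gene LOC107421731 rose by 2.41, 2.55 and 2.84, and the HSF gene LOC107429964 by 1.76, 1.95 and 2.58. Lower in all 3 comparisons were the ERF genes LOC107424539 (−1.93, −2.06 and −2.12) and LOC107435298 (−1.17, −1.16 and −1.68) and the bHLH gene LOC107432409. The MYB gene LOC107412845 fell by 0.79, 0.75 and 0.88 on the log2 scale (standard error 0.21, limma with Benjamini-Hochberg adjusted p = 0.013, 0.0145 and 0.00515) and passed the fold change threshold in none. LOC107415044 was under the filter, at an FPKM of 0.663 ± 0.214 (SD, n = 3) at 0 d and 0.0739 ± 0.0727 (SD, n = 3) at 5 d. With FPKM scaled by median-of-ratios factors or quantile-normalized, none of these genes changed direction.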

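Of the 11 transcription factors that S7 Table lists in all comparisons of both cultivars, 10 passed the filter on low FPKM in ‘HS’. There, 7 were DEGs with higher expression at 1, 3 and 5 d and 2 with lower expression. By sign alone, 8 of the 11 were higher and 3 lower than at 0 d in every replicate letter and at every time point.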

All of the comparisons shared 11 transcription factors, including 8 up-regulated genes and 3 down-regulated genes at all the stages of heat stress in ‘HR’ and ‘HS’. One heat stress transcription factor C1 (LOC107431837) was found to be up-regulated in both ‘HR’ and ‘HS’ during the heat treatment, however, *HSFC1* (LOC107431837) had a 2.39, 3.47, 3.54 fold changes after 1, 3, 5d of heat stress in ‘HR’, but 1.57, 1.89, 1.94 fold changes in ‘HS’, respectively, which showed an dramatic increase in expression in ‘HR’ than that observed in ‘HS’. Furthermore, the NAC2 (LOC107421097) gene was highly expressed in ‘HR’ at all the heat stress time points.

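In ‘HS’ the FPKM of LOC107431837 (gene23144) was 15.9 ± 0.615 (SD, n = 3) at 0 d, 48.2 ± 8.89 at 1 d, 65.4 ± 22.8 at 3 d and 66.6 ± 14.5 at 5 d. The log2 fold changes were 1.52, 1.91 and 1.98 (standard error 0.26, limma with Benjamini-Hochberg adjusted p = 0.0014, 0.00028 and 0.000165). Each heat-treated library lay above each library at 0 d. For a single time point, 3 libraries against 3 show such a separation, in either direction, by chance in 10% of cases. Replicate a was the lowest at each heat-treated time point, at 37.9, 39.1 and 49.9, while replicates b and c lay between 53.2 and 79.3. The increase in the mean from 1 d to 3 d was larger than the SD at 1 d and smaller than the SD at 3 d, and it was not tested. The ‘HR’ libraries were not analysed here, so the difference between the cultivars was not tested.

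**Figure D2:**
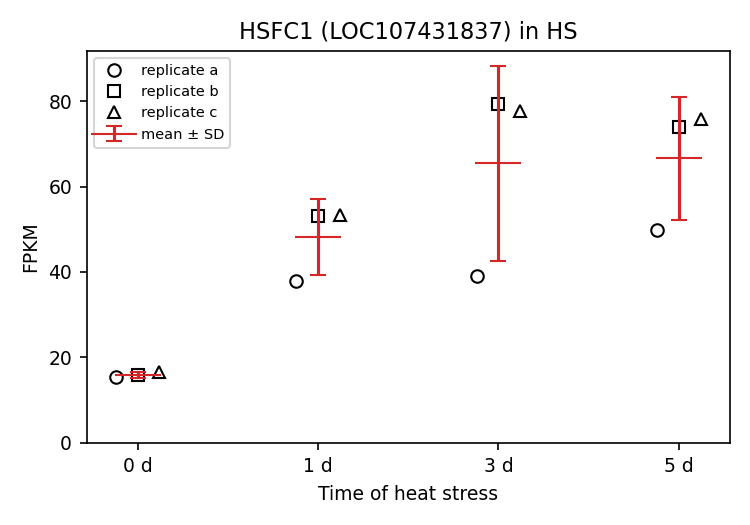
FPKM of HSFC1 (LOC107431837) in the 12 ‘HS’ libraries at 0, 1, 3 and 5 d of heat stress. The vertical axis is FPKM from 0, each point is 1 library, and the bars give the mean and the SD of the 3 replicates. The heat-treated libraries lie between 37.9 and 79.3, all above the 0 d libraries.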

**Table 2:** The number of DEGs identified as transcription factors in jujube leaves under heat stress.

Category	Heat-Resistant, HR						Total	Heat-Sensitive, HS						Total
	1d		3d		5d			1d		3d		5d		
	Up	Down	Up	Down	Up	Down		Up	Down	Up	Down	Up	Down	
ERF	6	3	8	8	5	9	19	4	3	9	3	5	5	15
WRKY	4	1	0	1	1	3	7	0	0	0	0	1	1	2
NAC	7	0	10	0	9	0	10	6	0	4	0	7	1	10
MYB	6	1	4	5	5	6	17	0	2	1	2	0	4	5
DREB	0	0	0	1	1	1	2	0	0	0	1	0	1	1
bHLH	1	1	1	2	1	3	5	1	2	1	1	1	3	4
C2H2	2	2	7	7	9	10	20	3	0	3	1	5	3	10
HSF	3	0	6	0	3	0	6	2	0	3	0	4	0	5

### Expression analysis of ubiquitin-protein ligase under heat stress

In our study, we identified nineteen ubiquitin-protein ligase genes the expression patterns were shown in **Fig 8**. 

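LOC107418004 (gene10432) was the 1 of 4 ubiquitin-protein ligase genes, with LOC107414605, LOC107432264 and LOC107428857, that could be paired with the FPKM table, and the other 3 were not analysed here. The supplementary tables annotate it as ubiquitin-like modifier-activating enzyme 5. In ‘HS’ its FPKM was 27.1 ± 0.783 (SD, n = 3) at 0 d, 11.8 ± 0.771 at 1 d, 15.1 ± 1.37 at 3 d and 13.2 ± 0.30 at 5 d. It fell by 1.14, 0.81 and 0.98 on the log2 scale (standard error 0.09, limma with Benjamini-Hochberg adjusted p = 2.47e-05, 0.000103 and 2.23e-05). Every library at 1, 3 and 5 d was below every library at 0 d, and for a single time point, with 3 libraries against 3, chance separates the groups in either direction in 10% of cases. The fold change passed the threshold of 2 at 1 d. At 5 d it did so after median-of-ratios scaling, after quantile normalization and with 0.1 added to FPKM.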

Four genes encoding ubiquitin-protein ligase (LOC107414605, LOC107432264, LOC107418004, LOC107428857) were all down-regulated in both ‘HR’ and ‘HS’ under heat stress, suggesting that these four genes were repressed when jujube suffered from heat stress. In addition, the expression of fifteen genes encoding ubiquitin-protein ligase (LOC107428626, LOC107424969, LOC107413314, LOC107413313, LOC107422277, LOC107426882, LOC107420280, LOC107415107, LOC107432321, LOC107419944, LOC107404052, LOC107431904, LOC107411111, LOC107431883, LOC107403709) were all higher in ‘HR’ than in ‘HS’ at 3, 5d.

**Fig 8:**
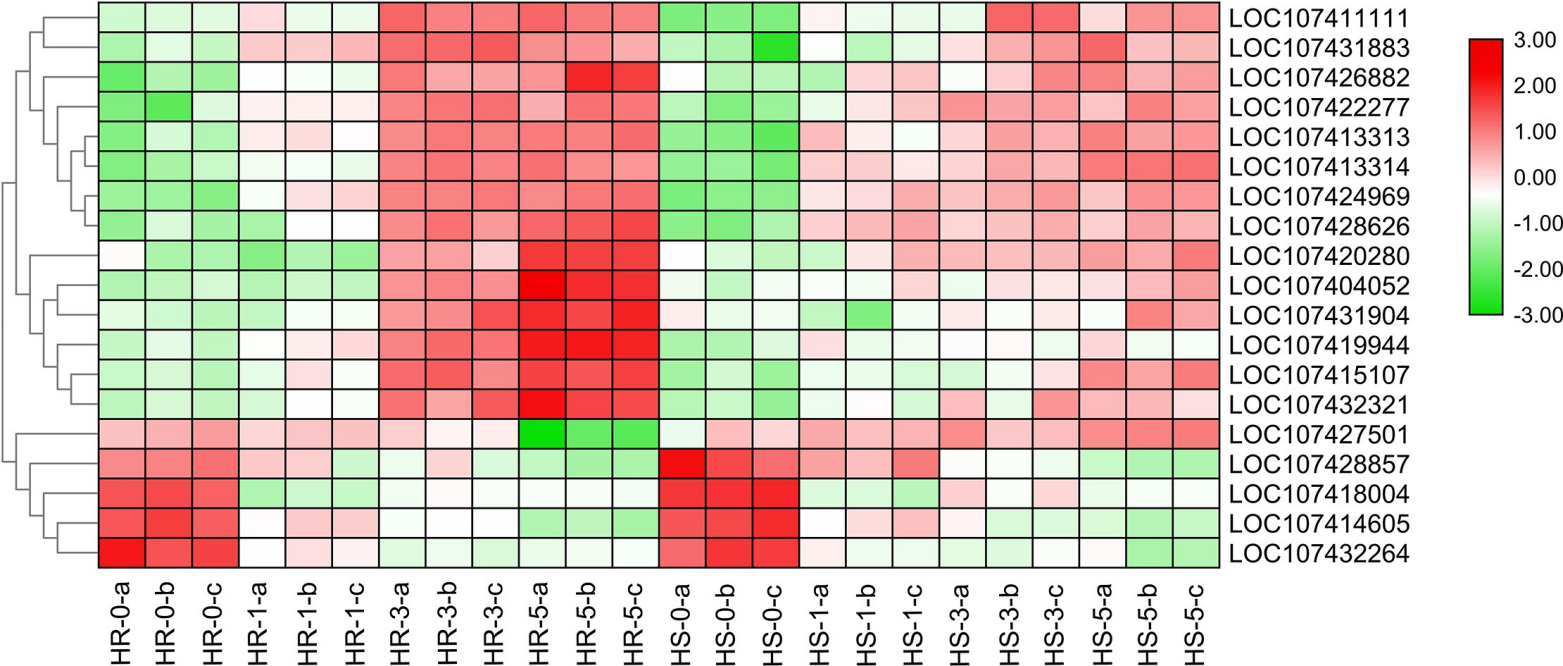
Expression patterns of twenty ubiquitin-protein ligase genes in ‘HR’ and ‘HS’ after 0, 1, 3, 5d of heat stress. Gene expression level was measured using the FPKM method. Vertical axes represent gene ID, and horizontal axes represent 0, 1, 3, and 5 d (from left to right) of heat stress in HR and HS. Heat map shows the log_2_ FPKM values ranging from green (low expression) to red (high expression).

### Validation of DEGs by qRT-PCR

To confirm the validation of the RNA-seq data, nine DEGs were selected for real-time PCR analysis and they included HSP16.9 (LOC107413804), HSP70 (LOC107423197), HSP83-like (LOC107430207), HSFc-1(LOC107431837), HSP transcription factor (LOC107429964), bHLH48-like(LOC107432409), E3 ubiquitin-protein ligase RHA2A (LOC107413313), E3 ubiquitin-protein ligase SINAT2 (LOC107415107), and E3 ubiquitin-protein ligase RHF1A (LOC107426882). As shown in **Fig 9**, the expression patterns of both qRT-PCR and RNA-seq data were highly consistent.

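S1 Table gives the qRT-PCR values of the paper for each replicate. Of its 9 genes, 6 could be paired with the FPKM table by their FPKM values in ‘HS’, and LOC107430207, LOC107415107 and LOC107426882 were not analysed here. For the 6 genes at 1, 3 and 5 d, the change from 0 d had the same direction in all 18 comparisons, 15 higher and 3 lower, with FPKM as deposited and after median-of-ratios scaling. The size of the change differed by a median of 0.78 and by at most 2.37 on the log2 scale. The largest difference was that of HSFC1 (LOC107431837) at 5 d, with 4.35 by qRT-PCR and 1.98 by FPKM. For HSP16.9 (LOC107413804) the qRT-PCR values of the paper correspond to log2 changes of 1.62, 3.33 and 4.71, and the FPKM values gave 2.80, 3.61 and 3.98. For the bHLH48-like gene LOC107432409 the qRT-PCR changes were −0.62, −0.85 and −2.08, and those of FPKM were −1.55, −1.69 and −2.22. For HSP70 (LOC107423197) the changes were 0.74, 1.23 and 2.37 by qRT-PCR, and 2.81, 3.18 and 3.70 by FPKM. At 0, 1 and 3 d, the qRT-PCR values of LOC107429964 and LOC107413313 exceeded those of LOC107423197 by amounts that varied by at most 0.02 between the replicates of a time point. The qRT-PCR values of these 3 genes thus moved together between replicates, and their comparisons do not count as separate agreements among the 18.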

**Fig 9:**
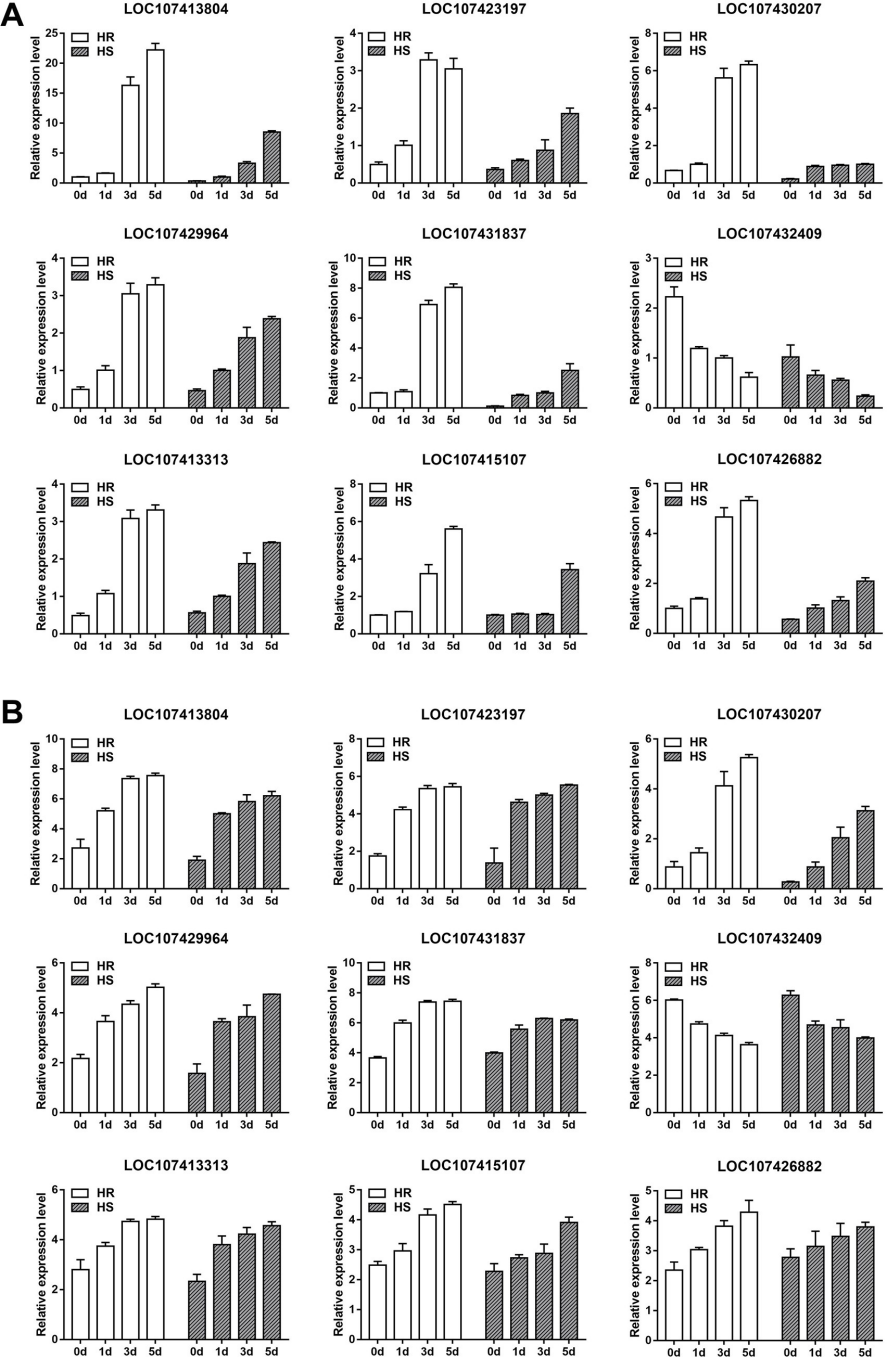
Expression analysis of nine selected DEGs in ‘HR’ and ‘HS’ after 0, 1, 3, 5d of heat stress. (A) qRT-PCR results of nine DEGs. (B) mRNA expression levels of the same DEGs determined by RNA-seq, Log_2_(FPKM) was used to calculate the expression levels of genes. Horizontal axes represent 0, 1, 3, and 5 d (from left to right) of heat stress in HR and HS, the vertical axes represent the expression levels. The white bar presents the expression levels in ‘HR’, and the grey bar presents the expression levels in ‘HS’. The error bars represent SD (n = 3).

## Discussion

Global warming is becoming a threat to agricultural production in many areas across the world [38]. Jujube (*Ziziphus jujuba* Mill.) is a traditionally popular fruit crop that is native to China [39]. However, high temperature stress significantly reduces the jujube yield in the Xinjiang Region of north China. It is urgent to elucidate the molecular mechanisms by which plants adapt to heat stress. Therefore, we explored both the physiochemical and transcriptomic changes between the resistant and sensitive cultivar in response to heat stress. Our ultrastructural observation clearly showed that the time-course heat stress exerted a more conspicuous effect on the heat-sensitive jujube cultivar ‘HS’ than heat-resistant jujube cultivar ‘HR’, the chloroplasts became more globular and the number of osmiophilic granules increased in response to heat, which were consistent with the leaf ultrastructure changes of Ara et al. [40] in cucurbits. The nucleolus has been considered as a sensor of cell stress since it can suffer alterations of morphology, area, and number per nucleus in response to stress [41,42]. In our study, we found that the nucleoli of two jujube cultivars were sensitive to heat stress and gradually disappeared, which had been reported in cowpea cells after exposure to elevated temperature of 45°C [43]. Moreover, we found that the starch grains of ‘HR’ were faintly visible, while the number of starch granules in ‘HS’ decreased and gradually disappeared, this phenomenon may be correlated with glucose starvation upon a decrease in photosynthetic activity under heat stress [44], confirming that ‘HS’ was susceptible to heat stress.

In plants, heat stress induces the accumulation of reactive oxygen species (ROS) and invokes oxidative damage [12,45]. Generating reactive oxygen species under heat stress is a symptom of cellular damage, where membrane lipids and pigments peroxidation compromise membrane permeability and function [2]. An immediate reliable indicator of heat stress is to measure the membrane integrity. In heat-tolerant genotypes, the membrane usually maintains its integrity [44]. In our study, heat stress increased the relative electrolyte leakage and MDA content in the two jujube cultivars, however, ‘HS’ suffered a greater degree of membrane damage than ‘HR’ (Fig 1). Similar results were reported by Kumar et al. [46] and Li et al. [22]. Under heat stress conditions, the accumulation of proline may act as an osmoprotectant for cellular structures in response to high temperature, which might contribute to greater heat tolerance [46]. Our results showed that higher proline content was accumulated in heat-tolerant jujube cultivar ‘HR’, this finding confirmed the results of study on the heat tolerant genotypes, such as maize [46] and sorghum [47], indicating that proline can be strongly correlated with the capacity of genotypes to survive heat stress.

In order to further explore the mechanisms of jujube tolerance against heat stress at the molecular level, we performed comparative RNA sequencing to reveal the differential gene expression between heat-resistant ‘HR’ and heat-sensitive ‘HS’ jujube cultivar. 

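In ‘HS’, the median Pearson’s r between replicate libraries on log2(FPKM + 1) was 0.943 at 0 d, 0.945 at 1 d, 0.927 at 3 d and 0.939 at 5 d. Replicates b and c correlated at 0.965 to 0.969 at every time point, whereas replicate a correlated with either at 0.926 to 0.945. The alternative that moved these values most was FPKM on the linear scale, where the median r was 0.846 at 5 d. Replicate a also had the lowest percentage of Q30 bases at all 4 time points in S2 Table, 91.5 to 91.76% against 92.98 to 94.79% for replicates b and c. As each time point held all 3 letters, that difference in base quality did not run along with the time point. In a principal component analysis of the 12 libraries, the first component carried 43.1% of the variance and the second 12.4%. On the first component the 0 d libraries lay between −89.6 and −79.5 and the 1 d libraries between 6.48 and 10.3. Replicate a at 3 d lay at 11.2 while replicates b and c lay at 37.5 and 37.4, and at 5 d replicate a lay at 38.3 against 53.8 and 52.7. On the second component replicate a at 5 d lay at 3.55 and replicates b and c at 45.4 and 45.5.

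**Figure D3:**
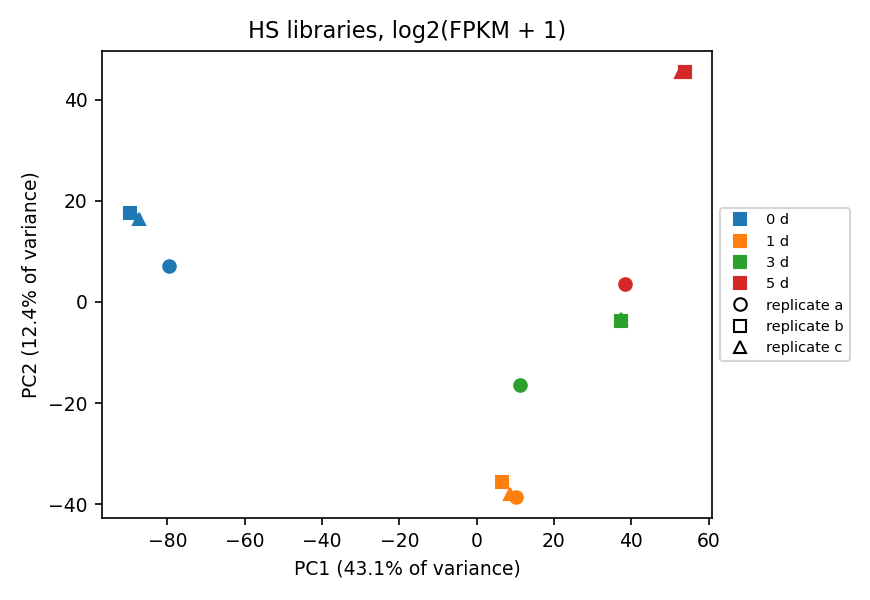
Principal component analysis of the 12 ‘HS’ libraries on log2(FPKM + 1). The horizontal axis is the first component (43.1% of the variance), the vertical axis is the second (12.4%), and each point is 1 library, marked by time point and replicate letter. The 0 d libraries lie apart from all the others on the first component, and at 3 d and 5 d replicate a lies away from replicates b and c.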

The high transcriptomic correlation of the three biological replicates of each sample was verified by Pearson’s correlation and PCA analysis (Fig 2), which supported the reproducibility of the RNA-Seq data. Moreover, there were distinct differences in the transcriptome levels between the two cultivars in their responses to heat stress. The differential expression analysis of RNA-seq data in ‘HR’ and ‘HS’ showed that the number of DEGs at the different time points during the heat treatment of ‘HR’ were obviously higher than in ‘HS’, except at 1 d (Table 1), while the number of DEGs in ‘HR’ increased from 1880 at 1 d to 4350 at 3 d, these numbers only increased from 2390 to 2998 in ‘HS’ over the same period. These results indicated that ‘HR’ was better able to increase transcriptional regulation in response to high temperature stress than ‘HS’. A previous study also discovered an obvious expressional divergence between heat-tolerant and sensitive *Pyropia haitanensis* strains in response to high temperature stress, with the numbers of DEGs being far greater in the heat-tolerant (THT) than in the heat-sensitive (WHT) *P*. *haitanensis* strains at 3 h, 6 h, and 24 h time points [18].

GO and KEGG enrichment analysis showed that some of DEGs between ‘HR’ and ‘HS’ were mainly enriched in “oxidation-reduction process”, “response to stress”, “response to water deprivation”, and “response to heat”, “carbon metabolism”, “protein processing in endoplasmic reticulum”, and “plant hormone signal transduction”, which may reflect their similar response to heat stress. Notably, genes involved in photosynthesis” showed significantly different expression profiles between ‘HR’ and ‘HS’, the photosynthetic complex genes including the light harvesting complex were differentially expressed in ‘HR’ in both GO and KEGG analysis, while in ‘HS’, genes involved in photosynthesis were identified only in KEGG analysis. These results may contribute to explaining the reasons why ‘HR’ is more tolerant than ‘HS’ under heat treatment, and exploring the mechanisms of heat resistance.

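For ‘HS’, S6 Table lists genes of the KEGG pathway photosynthesis at 1, 3 and 5 d and genes of photosynthesis - antenna proteins at 1 d and 3 d. Of the former, 2 were higher and 3 lower among 6 tested at 1 d, 6 were lower among 10 at 3 d, and 1 was higher and 7 lower among 12 at 5 d. The 2 antenna protein genes tested were lower at both times, with a median log2 fold change of −1.33 at 1 d and −1.10 at 3 d. S5 Table also lists the GO term photosynthesis for ‘HS’ at 3 d, where 1 gene was higher and 8 were lower among 14 tested (median −1.17). The medians of these lists were below 0 in each case, also after median-of-ratios scaling and quantile normalization. Over the 6 lists 32 of 46 entries passed the thresholds, and 1 did so without replicate c, the setting that moved this count most.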

It is well known that HSP family exert crucial roles in responding to heat stress and could be immediately induced by high temperatures [48–50]. The HSPs can be divided into five structurally distinct classes, including: HSP100, HSP90, HSP70, HSP60, and small HSPs (sHSPs) [51]. Small HSPs, which are especially abundant in plants, plays important roles in abiotic stress tolerance and are found to be in great abundance and diversity [52]. Overexpression of a small heat shock protein, CaHSP16.4, of pepper (*Capsicum annuum* L.) enhances tolerance to heat stress in *Arabidopsis thaliana* [53]. Wang et al. [54] reported that the expression of protein HSP21 was induced by heat stress in grapevine leaves, and decreased in the control during the recovery. Overexpression of EaHSP70 gene from *Erianthus arundinaceus* confers drought and salinity tolerance in sugarcane [55]. In this study, most HSP genes including HSP90s, HSP70s and sHSPs were up-regulated in jujube after heat stress (Fig 6). Other studies have reported that HSPs are critical for plants to acclimate to heat stress [56]. Thus, the up-regulated HSP genes play important roles in heat tolerance in jujube.

Many transcription factors (TF) have been reported to act as important factors in regulating the expression of specific downstream genes in abiotic stresses, such as high temperatures, cold, high salinity, and drought [57,58]. Therefore, identification and characterization of TFs involved in abiotic stress response is crucial to reveal the molecular mechanisms. In this study, we also identified some differentially expressed transcription factors in response to heat stress, including ERF, WRKY, MYB, NAC, DERB, bHLH, HSF and C2H2 (Table 2). The highest number of up-regulated genes between the ‘HR’ and ‘HS’ were ERF transcription factors, which was consistent with the results on Korean fir (*Abies koreana*) under heat stress [56]. Overexpression of *AhERF019* gene from peanuts (*Arachis hypogaea* L.) conferred tolerance to heat stress in *Arabidopsis* [59]. Plant-specific NAC transcription factors have been reported to act as key regulators in abiotic stress responses in recent years [60]. Overexpressing *TaNAC2L* from wheat (*Triticum aestivum*) improved acquired heat tolerance and activated the expression of heat-related genes in transgenic *Arabidopsis* plants [61]. 

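In ‘HS’ the FPKM of LOC107406551 (NAC72, gene29940) was 1.08 ± 1.56 (SD, n = 3) at 0 d, 7.15 ± 0.275 at 1 d, 15.7 ± 10.2 at 3 d and 19.3 ± 1.97 at 5 d. The spread at 0 d came from replicate a at 2.88, against 0.132 and 0.223 in replicates b and c. Its log2 fold changes were 2.22, 2.97 and 3.53 (standard error 0.58, limma with Benjamini-Hochberg adjusted p = 0.0124, 0.00207 and 0.000578), so it passed the thresholds at 3 d and 5 d. At 1 d it also passed with 0.1 added to FPKM and without replicate a. LOC107416163 (gene880), a NAC gene of low expression, was at 0.235 ± 0.0303 at 0 d, 1.55 ± 0.478 at 1 d, 1.93 ± 0.0514 at 3 d and 1.20 ± 0.559 at 5 d (FPKM ± SD, n = 3). Its log2 fold changes were 1.03, 1.25 and 0.81 (standard error 0.20, limma with Benjamini-Hochberg adjusted p = 0.00291, 0.000727 and 0.00729), past the fold change threshold at 1 d and 3 d, and at 5 d with 0.1 added.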

In our study, five NAC TFs (LOC107419222, LOC107421097, LOC107428947, LOC107435293, LOC107406551) and two NAC TFs (LOC107406551, LOC107416163) were up-regulated in ‘HR’ and ‘HS’ for all the heat treatments (S6 Table), respectively, and NAC72 (LOC107406551) was higher expressed in ‘HR’ and ‘HS’ after heat stress (S3 Table). In addition, the NAC2 (LOC107421097) gene was highly expressed in the heat-resistant jujube cultivar ‘HR’ at all the time points of heat stress. These results suggested that NACs participated in the heat stress response and played different roles in the expression patterns between the heat-resistant and heat-sensitive cultivars.

HSFs have been shown to be involved in response to heat stress [62]. Most plant HSFs are mostly regulated by heat stress. In pepper (*Capsicum annum* L.), HSFA3 was more induced by heat stress in the heat-susceptible cultivar ‘S590’, and HSFA2 was upregulated in the heat-tolerant cultivar ‘R597’ [22]. Yan et al. [21] reported that fourteen HSFs were induced in spinach leaves during the heat treatment. In our study, we found one heat stress transcription factor C1 (LOC107431837) was up-regulated in both ‘HR’ and ‘HS’ at all the time points of heat stress, and the expression of *HSFC1* (LOC107431837) showed an dramatic increase in ‘HR’ especially after 3d, 5d of heat stress (S3 Table), which indicated that the high expression of *HSFC1* in ‘HR’ might contribute to its tolerance to heat stress to some extent.

The ubiquitin-proteasome system (UPS) is a central regulator that controls plant response and adaptation to environmental stresses [63]. The UPS is composed of three enzymes: E1 (ubiquitin activating enzymes), E2 (ubiquitin conjugating enzymes), and E3 (ubiquitin ligases) [64]. Overexpression of a rice RING finger E3 ligase, OsHCI1, confers enhanced heat tolerance in *Arabidopsis* [65]. Morimoto et al. [66] found that BPM-CUL3 E3 ligase could modulate the heat stress response and prevent an adverse effect of excess DREB2A on plant growth in *Arabidopsis*. The expression of six ubiquitin-protein ligase genes were detected to be significantly increased in the heat-tolerant chieh-qua cultivar ‘A39’ when compared with the heat-sensitive cultivar ‘H5’ after four days of heat stress [50]. In the present study, we identified nineteen ubiquitin-protein ligase genes, among which, the expressions of fifteen genes (LOC107428626, LOC107424969, LOC107413314, LOC107413313, LOC107422277, LOC107426882, LOC107420280, LOC107415107, LOC107432321, LOC107419944, LOC107404052, LOC107431904, LOC107411111, LOC107431883, LOC107403709)were all higher in ‘HR’ than in ‘HS’ at 3, 5d (Fig 7, S3 Table), indicating that the high expression of these ubiquitin-protein ligases after prolonged heat stress may help ‘HR’ confer stronger adaptability to high temperature than ‘HS’.

## Conclusions

In this study, transcriptome analysis was performed on heat-resistant cultivar ‘HR’ and heat-sensitive cultivar ‘HS’ after 0,1, 3, and 5d of heat stress. Totally, 1880, 4350, 5435 differentially expressed genes were identified in ‘HR’, and 2390, 2998, 4064 genes were detected in ‘HS’ after heat stress for 1, 3 and 5d, respectively. Some DEGs related to heat shock proteins, transcription factors, and ubiquitin-protein ligase genes were identified during heat stress. Therefore, this study not only provided a basis for further understanding of the molecular mechanism on heat tolerance of jujube plants, but also exerted valuable and useful genes involved in heat stress, which would be helpful for the genetic improvement of heat tolerance in jujube breeding.

## Supporting information

S1 Table Primers used in the study for quantitative RT-PCR. (XLS) Click here for additional data file.

S2 Table Summary of the sequencing results. (XLS) Click here for additional data file.

S3 Table List of DEGs in ‘HR’ and ‘HS’. (XLSX) Click here for additional data file.

S4 Table List of DEGs between ‘HR’ and ‘HS’ in different comparisons. (XLSX) Click here for additional data file.

S5 Table GO enrichment of DEGs in ‘HR’ and ‘HS’. (XLSX) Click here for additional data file.

S6 Table Pathway analysis of DEGs in ‘HR’ and ‘HS’. (XLSX) Click here for additional data file.

S7 Table Transcription factors involved in heat stress. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

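RNA from leaves of the heat-sensitive jujube cultivar ‘HS’ had been sequenced by the authors at 0, 1, 3 and 5 d of heat stress at 45 °C, with 3 biological replicates per time point. The labels of the deposited data speak of pooled RNA. They also name another extraction kit and another Illumina instrument than the methods of the paper, and which is right was not settled. The labels of the deposited data also name 3 libraries at 7 d, a time point the paper does not report. In all 15 libraries were used, each with a column of its own in the table of the series, and each was mapped to its time point and replicate letter by its label and the sample names of the paper. The libraries of ‘HR’ and the physiological measurements were not analysed here.

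The authors filtered the reads, mapped them to the jujube genome with Bowtie 2 and TopHat 2, assembled transcripts with Cufflinks and deposited FPKM, a fragment count scaled for gene length and for the mapped fragments of the library, as 1 value per gene and library. Neither the genome build nor the versions of these tools are stated in the paper's text. For the paper's own lists of DEGs, the authors name edgeR in the methods and DEGseq in the results. The FPKM table holds 32876 genes and no counts, so no count test was used here. Relative depths, read from the steps between low FPKM values, differed from the mapped reads of S2 Table by at most 0.727%. Mapped reads ranged from 38653190 to 56434516 over the 12 libraries of the paper. The steps placed the depths of replicates a, b and c at 7 d at 0.980, 0.961 and 1.04 of that of replicate a at 0 d. Without counts, the precision of each value was taken from the spread between the 3 replicates, and a library's FPKM carries no interval of its own. The SDs and the limma tests take the 3 replicates as independent. At 0 to 5 d replicates b and c correlated at 0.965 to 0.969 with each other and at 0.926 to 0.945 with replicate a. Whether b and c are as independent of each other as of a was not settled. If they are not, the tests overstate the replication.

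Values were transformed to log2(FPKM + 1). Genes with an FPKM of 1 or more in at least 3 of the libraries fitted were tested, 19550 over the 12 libraries of the paper and 19925 over all 15. Differences between time points were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with time point as the only term and 8 residual degrees of freedom in the fit of 12 libraries. Each time point was compared with 0 d. A gene was called at a Benjamini-Hochberg adjusted p of 0.01 or less and a fold change of 2 or more, the thresholds given in the paper. Comparisons of 7 d with 0 d and 5 d were made in a fit of all 15 libraries. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. Samples were clustered by average linkage on 1 − r.

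The limma step was tested on simulated data, with 19550 genes drawn from the means and spreads of the real libraries and 200 of them changed by 2 on the log2 scale at 5 d. It called 173 of the 200 (86.5%), all with the right sign, and 3 unchanged genes. At 1 d, where no gene had been changed, 0 genes were called, and 146 had an unadjusted limma p of 0.05 or less with a fold change of 2 or more. The changed genes were drawn from those with a mean log2(FPKM + 1) above 3, so the share called does not extend to genes of low FPKM. The simulated noise was normal and independent between libraries. In the real libraries replicates b and c lay closer to each other than to replicate a. The simulation thus does not tell how many of the real calls are false.

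The mapping of samples, the designs, the list of alternatives and the rule for the genes named in the text were fixed before the data were examined. By that rule the named genes are those the paper names by ID for ‘HS’ in its text, in Figs 7, 8 and 9 and among the 15 common transcription factors, the 2 largest rises and 2 largest falls at 5 d among genes past the thresholds at 1, 3 and 5 d and changed the same way in every replicate letter, and the 2 largest rises and falls at 7 d against 5 d chosen likewise. The alternatives were a pseudocount of 0.1, no filter on low FPKM, scaling by median-of-ratios factors, quantile normalization, a fit of the 6 libraries compared, a fit of all 15 libraries, no intensity trend, the replicate letter as a block, replicate a against replicates b and c as a block, an adjusted p of 0.05, no minimum fold change, and fits without 1 letter or 1 library. The replicate letters come from the names of the libraries in the paper and the labels, where a, b and c recur at each time point without a stated meaning.

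LOC names were paired with the IDs of the table through the tables of the paper that give both, for 1238 genes, and 1240 with those matched by their FPKM values in S1 Table, where a match needed 10 libraries within 0.05%. Of the 24 HSP genes 8 could be paired, of the 15 common transcription factors 15, of the 4 lower ubiquitin-protein ligase genes 1 and of the 15 others 5. The gene names were compared with the RefSeq annotation of assembly ASM3175591v1, from which no coordinates were taken. GO and KEGG enrichment was not recomputed, because the terms of all genes tested were not used here. The genes of the listed terms were read from S5 and S6 Tables, some of whose lists are shortened.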

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

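The tests of median-of-ratios scaling at 7 d, those of the genes with opposite changes and those on other splits were fixed before their results were seen, and the other tests below were chosen after the 7 d result had been seen.

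The labels hold 3 libraries of ‘HS’ at 7 d, which the paper does not report, and these differed from 0 d and 5 d, the time points they were compared with. Against 0 d, 824 genes were higher and 972 lower at 7 d (limma on log2(FPKM + 1), Benjamini-Hochberg adjusted p of 0.01 or less and a fold change of 2 or more, over 19925 genes). Against 5 d, 77 genes were higher and 59 lower, and 750 and 497 passed an unadjusted p of 0.05 with the same fold change. In each of these comparisons 1 of the 4 splits of the 6 libraries that part all 3 same-lettered pairs gave as many genes, namely the real one, and the largest count of another such split was 11 higher and 23 lower for 7 d against 5 d and 2 higher for 7 d against 0 d. The 6 splits that part only 1 pair gave at most 1 gene. With 4 splits no share under 0.05 can be reached, so the number of splits does not settle whether a grouping by accident gives such counts.

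By the rule set for named genes, the largest rises from 5 d to 7 d were those of gene27786, with a log2 fold change of 4.36 (standard error 0.61, adjusted p = 0.00392 from limma with Benjamini-Hochberg adjustment, higher in 3 of 3 letters), and gene12174, with 3.97 (standard error 0.57, adjusted p = 0.00444 from the same test). The FPKM of gene27786 was 1622 ± 752 (SD, n = 3) at 0 d, 0.997 ± 0.288 at 1 d, 67.2 ± 12.6 at 5 d and 1847 ± 1251 at 7 d. That of gene12174 was 721.8 ± 64.5 at 0 d, 27.7 ± 12.3 at 5 d and 500.1 ± 286 at 7 d (SD, n = 3). The largest falls were those of gene4065, from 110.4 ± 2.22 to 6.45 ± 5.57, and gene15727, from 15.2 ± 1.64 to 0.646 ± 0.132 (FPKM ± SD, n = 3), with log2 fold changes of −4.16 and −3.30. At 0 d their FPKM was 282.6 ± 59.0 and 0.267 ± 0.0861 (SD, n = 3), so gene4065 moved away from its 0 d level between 5 d and 7 d.

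A technical explanation for the difference between 7 d and 5 d is the authors' scaling of FPKM. After scaling by median-of-ratios factors 154 genes passed, more than without it, so scaling did not account for the count. A few genes taking more of the FPKM is another. The lowest share of the 10 highest genes in a 7 d library was 8.75%, above the highest at 5 d, 7.13%, so the highest genes did take more at 7 d. This did not raise the total, as the median-of-ratios factors, which a few genes hardly move, left more genes past the thresholds. Of the 77 higher and 59 lower genes, 73 and 44 also passed under these factors. This test was first set against all other time points, where the shares overlapped, and then against 5 d, the time point compared. The lowest relative depth of a 7 d library was 0.9613, also within the range of 0 d and 5 d. A wrong label of replicate a at 7 d could not be ruled out. Replicate a at 7 d was closer to replicate a at 5 d (r = 0.934) than to its own replicates (r = 0.907 to 0.910). Among the libraries of 0 to 5 d, 1 library, replicate a at 3 d, was likewise closer to a library of another time point than to both of its own, and 4 were closer than to one or both. This test of a mislabelled library was first set on the latter count and then on the former, which is the position of replicate a at 7 d. The difference from 5 d does not rest on this library, since 621 genes were higher and 345 lower without it. The counts did depend on replicates b and c. Over the 9 fits without 1 library or 1 letter the lowest were 0 higher and 0 lower, each without replicate b or c. Replicate a at 7 d also stood apart in the HSP genes. LOC107430166 had an FPKM of 271.2 in it and of 34.0 and 31.0 in replicates b and c.

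A biological explanation is a partial return to the 0 d profile. Each library was placed along the direction from 0 d to 5 d, with that direction drawn from the other letters, so that 0 stands for 0 d and 1 for 5 d. All 3 of the 7 d libraries lay below the lowest 5 d library not used to draw the direction. On the direction of replicates b and c, replicate a lay at 0.789 at 5 d and 0.735 at 7 d, and on that of replicate a, replicates b and c lay at 0.868 and 0.876 at 5 d and at 0.604 and 0.618 at 7 d. As a hypothesis, expression in ‘HS’ may have moved part of the way back by 7 d. The gap was small in replicate a, whose label remains open, and not every gene followed, as gene4065 shows. These positions were not recomputed under median-of-ratios scaling.

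In the comparisons of the paper, 3 genes passed the thresholds in opposite directions at 1 d and at 5 d, lower at 1 d and higher at 5 d, and also differed between 5 d and 1 d at the same adjusted p. They were named after their values had been seen. The log2 fold changes were −1.78 and 1.72 for gene17210, −1.59 and 2.08 for gene9359, and −1.08 and 1.05 for gene979. The FPKM of gene9359 was 57.8 ± 28.4 at 0 d, 16.6 ± 0.809 at 1 d and 223.0 ± 20.9 at 5 d (SD, n = 3), that of gene17210 3.33 ± 0.424, 0.275 ± 0.241 and 13.5 ± 3.94, and that of gene979 3.98 ± 0.558, 1.35 ± 0.0849 and 9.88 ± 4.38. As many as 3 such genes appeared in 1 of 100 shufflings of the time points within replicate letters, the real one. Shufflings that moved a 0 d library gave 0 such genes, so they could not compete. The comparison is thus with the 15 shufflings that kept the 0 d libraries in place, where the largest other count was 2. Under median-of-ratios scaling 2 of the 3 remained, so scaling did not account for those, and the other no longer passed. Without replicate c the count was 0, with 3 genes at an unadjusted p of 0.05 against 10 with all replicates. That fit also left 42 higher and 21 lower genes at 1 d of 941 and 1196, so its loss of these genes does not tell whether they rest on a single replicate. In each letter the FPKM of all 3 genes was lower at 1 d and higher at 5 d than at 0 d, although the genes were chosen for this pattern. No biological explanation was drawn from it.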

How the results depend on the processing

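The counts were tested on other splits of the libraries and on shufflings of the time points within replicate letters, tests that were fixed before their results were seen.

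Among the settings that kept all libraries, the counts of higher and lower genes at 1, 3 and 5 d stayed within 1.5 times their value under a pseudocount of 0.1, no filter on low FPKM, both scalings, the fits of 6 and of 15 libraries, no intensity trend, both blocks and an adjusted p of 0.05. Without a minimum fold change they did not, with 2087 and 2223 genes at 1 d, 3299 and 2353 at 3 d and 3806 and 3005 at 5 d, a union of 8124, and 1654 higher and 1553 lower genes common to the 3 time points. That setting also gave 1879 and 1917 genes at 7 d against 0 d, 110 lower genes at 7 d against 5 d, 1 ubiquitin-protein ligase gene of Fig 8 lower at all 3 time points, and 8 genes with opposite changes at 1 d and 5 d. The cause was not tested beyond the threshold itself.

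An adjusted p of 0.05 raised the genes that differ among 0, 1, 3 and 5 d in the F-test from 6435 to 10030, those at 7 d against 5 d to 346 and 278, and those with opposite changes to 6. The fit of the 6 libraries compared gave 526 and 588 genes at 7 d against 0 d and 3 and 7 at 7 d against 5 d. Without the filter the latter were 45 and 29, and 1 gene had opposite changes. A pseudocount of 0.1 left 39 genes lower at 7 d than at 5 d. The block of replicate a against replicates b and c gave 117 higher genes there and 5 with opposite changes, as did the fit of all 15 libraries. The cause was not tested for any of these.

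With the replicate letters as a block, 914 genes were higher and 1153 lower at 1 d, 1528 and 1309 at 3 d, and 1856 and 1784 at 5 d, with a union of 4463. At 7 d against 5 d the replicate block gave 51 higher genes. Libraries with the same letter are different plants, and their deviations from the means of their time points correlated at −0.0376 to 0.0748 over the 18 pairs at 0 to 5 d, so the letters did not pair these libraries. Over all 30 pairs, 7 d included, r was −0.101 to 0.121, with both extremes in replicate a.

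The median r between replicates moved to 0.966, 0.970, 0.891 and 0.846 at 0, 1, 3 and 5 d on linear FPKM, and to 0.965, 0.968, 0.959 and 0.964 over all genes not at 0 in every library. It stayed within 1 SD with Spearman's rho. The cause was not tested.

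Over the 9 fits without 1 library or 1 letter, the higher and lower genes ranged from 42 to 1260 and from 21 to 1431 at 1 d, from 234 to 2066 and from 123 to 1716 at 3 d, from 634 to 2205 and from 462 to 2141 at 5 d, from 14 to 1241 and from 10 to 1125 at 7 d against 0 d, and from 0 to 1292 and from 0 to 765 at 7 d against 5 d. Without replicate b, where 0 genes were higher at 7 d than at 5 d, 330 were so at an unadjusted p of 0.05. Over 15 fits the union ranged from 1127 to 5720, the common genes from 39 to 769 higher and from 16 to 862 lower, the F-test from 82 to 9577, the HSP genes from 6 to 7, the transcription factor entries from 9 to 77, and the genes with opposite changes from 0 to 25. The ubiquitin-protein ligase genes lower at all 3 times were 0 in each, and with all libraries 0 were so at an unadjusted p of 0.05 with a fold change of 2. The entries of the GO terms ranged from 91 to 305, of the KEGG pathways from 66 to 246 and of the photosynthesis terms from 1 to 36. Apart from the HSP and ubiquitin-protein ligase genes, each lowest value came without replicate b or c, and the higher and lower genes at 1, 3 and 5 d were most without replicate a. What sets replicate a apart is taken up among the other observations.

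For single genes, 98 log2 fold changes were recomputed. Under the settings that keep all libraries, 1036 of 1068 values kept their direction and their side of the threshold, 18 were weaker and 14 stronger. In the fits without 1 library or 1 letter, 743 of 882 did, 131 were weaker and 4 stronger. Only gene27786 at 7 d against 0 d changed sign, from −0.09 to 0.32 without replicate a, to 0.17 without replicate b at 0 d, to 0.13 without replicate c at 0 d and to 0.80 without replicate a at 7 d, within a range of −0.57 to 0.80 over these fits, and the cause was not tested.

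Of the 4 splits that part all same-lettered pairs, 1 (the real one) gave as many genes in each comparison of 1, 3 and 5 d with 0 d, where the other 3 gave at most 3 higher and 1 lower gene and the 6 splits that part only 1 pair at most 1 gene. This design cannot show a share under 0.05. Of 100 shufflings, 1, the real one, reached the union, the common lower genes and the F-test, with at most 4239, 796 and 5729 genes in the others. Shufflings that moved a 0 d library gave at most 9, 1 and 12 genes. The comparison is thus with the 15 that kept the 0 d libraries in place. The common higher genes were reached by 12, the real one and 11 others that all left the 0 d libraries in place and exchanged the heat-treated libraries, so this count does not tell apart the order of 1, 3 and 5 d. In the 85 shufflings that moved a 0 d library it was 0. For the genes that the paper chose on the same libraries the shufflings cannot tell. They reached the HSP count in 10, the ubiquitin-protein ligase count of 0 in 100, the transcription factor entries in 1, the GO entries in 1, the KEGG entries in 1 and the photosynthesis entries in 2 of the 100.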

Differences from the paper's values

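Of the values of the paper that were set beside the FPKM table, 0 of 15 from its text and 12 of 111 from its supplementary tables differed by more than the rule allowed, all for ‘HS’. The alternatives meant here were set before the data were examined.

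For LOC107404986 the paper's log2 fold changes at 1, 3 and 5 d are 2.34537, 2.65464 and 2.37177, and those from the FPKM table were 1.24, 1.53 and 1.33. With a pseudocount of 0.1 each gap closed, and with none of the other alternatives. For LOC107416163 the paper's values are 2.67201, 2.87355 and 2.22217 against 1.03, 1.25 and 0.81, and a pseudocount of 0.1 closed the gap at 5 d, while no alternative closed those at 1 d and 3 d. Its mean FPKM was 0.235 at 0 d and 1.55, 1.93 and 1.20 at 1, 3 and 5 d. At such values the added 1 understates the change strongly, so these gaps do not show a conflict with the deposited FPKM. For LOC107435298 at 3 d the paper's value is −1.28470 against −1.16, and the gap closed under median-of-ratios scaling, without replicate a and without replicate a at 3 d. For LOC107412845 the paper's values at 3 d and 5 d are −1.37159 and −1.38730 against −0.75 and −0.88. The gap at 3 d closed without replicate a, and that at 5 d under no alternative. For LOC107424539 at 5 d the paper's value is −2.52714 against −2.12, and the gap closed with a pseudocount of 0.1, under median-of-ratios scaling, without replicate a at 0 d and without replicate c at 5 d.

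In replicate a at 3 d the paper's FPKM of LOC107431837 in S1 Table is 79.1496, and the deposited value is 39.1436. In replicate a at 5 d the paper's FPKM of LOC107429964 is 26.5139, and the deposited value is 16.5135. Median-of-ratios scaling, the alternative that applies to single values, closed neither gap.

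The paper gives more lower than higher annotated genes in ‘HS’ at each time point. From the FPKM table, with annotated and newly discovered genes together, there were more higher genes at 3 d, 1555 against 1326, and at 5 d, 1871 against 1818. These counts hold 249 newly discovered genes at 3 d and 289 at 5 d. Their directions were not counted apart, so the unlike sets of genes were not ruled out as the source of the contrast. Under median-of-ratios scaling (1200 against 1617, and 1543 against 2110) and quantile normalization (1271 against 1494, and 1642 against 1922) the lower genes were more at both. The paper states that LOC107418004 was down-regulated under heat stress in both cultivars. In ‘HS’ the direction was the same, as each library at 1, 3 and 5 d lay below each at 0 d. Its mean FPKM was 27.1 at 0 d and 13.2 at 5 d. On the log2(FPKM + 1) scale its change was −0.81 at 3 d and −0.98 at 5 d, short of a fold change of 2. That sentence of the paper names no fold change, so the difference lies in the threshold and not in the direction. It passed at 5 d with a pseudocount of 0.1, under median-of-ratios scaling, under quantile normalization and without a minimum fold change, and at 3 d without a minimum fold change.

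The paper counts LOC107406551, LOC107416163, LOC107412845 and LOC107415044 among the transcription factors found at all 3 time points in ‘HS’. LOC107406551 did not pass at 1 d (limma with Benjamini-Hochberg adjusted p = 0.0124, and from 2.48e-05 to 0.155 over its alternatives), and did with a pseudocount of 0.1, in the fit of all 15 libraries, at an adjusted p of 0.05, without replicate a and without replicate a at 0 d. LOC107416163 did not pass at 5 d, at 0.81, and did with a pseudocount of 0.1 and without a minimum fold change. LOC107412845 passed at no time point, and did at 3 d without replicate a and at 5 d with a pseudocount of 0.1 and without a minimum fold change. LOC107415044 was under the filter on low FPKM. Without the filter it changed by −0.67, −0.67 and −0.63 (limma with Benjamini-Hochberg adjusted p = 0.000333, 0.000243 and 0.00026). Its mean log2(FPKM + 1) at 0 d was 0.726, so no fall could reach a fold change of 2 on this scale.

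The paper states that genes of photosynthesis were found for ‘HS’ in the KEGG analysis only, whereas its S5 Table lists the GO term photosynthesis for ‘HS’ at 3 d, with 14 genes tested here.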

Other observations

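All tests in this part were chosen after the patterns had been seen.

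At each time point replicate a stood apart from replicates b and c in ‘HS’. The smallest median chi-square ratio over sampling noise between replicate a and another replicate was 28.06, and between replicates b and c the ratio was 7.30 to 9.11, over genes with read counts in S4 Table. Both lay above the ratio of 1 that sampling noise of the reads alone would give, so this test set replicate a apart only by the larger ratio. A shift of the same genes in every library of replicate a was tested by the correlation of its deviations between time points. The median r was 0.015, so the genes concerned differed between time points. Replicate a had the fewest mapped reads at 1 of 4 time points, so depth did not account for it. Its Q30 was the lowest at 4 of 4, so base quality and the replicate letter coincide. The median r near 0 goes against an effect of base quality on the same genes at each time point, and the pattern cannot be told apart from an effect of base quality on genes that differ between time points. An earlier stage of the heat response was tested along the direction from 0 d to 5 d of replicates b and c. Of 1, 3 and 7 d, replicate a lay below both other replicates at 1 of 3 time points, at 3 d, with 0.624 against 0.751 and 0.747. It lay above them at 1 d, with 0.607 against 0.596 and 0.604, and at 7 d, with 0.735 against 0.513 and 0.517. The time point of 5 d was not scored, as replicates b and c at 5 d draw the direction. Replicate a was thus not on the same side at 1, 3 and 7 d, but a lag at 3 d and 5 d alone was not ruled out.

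S1 Table and the deposited table were compared for the FPKM of 6 genes in 12 libraries. Of 72 values 69 matched within 0.05%. The other 3, all in replicate a, differed by 40.0 (LOC107431837 at 3 d), 20.0 (LOC107431837 at 5 d) and 10.0 (LOC107429964 at 5 d). Another scaling of the libraries between both tables was tested on the 9 other values of the same 2 libraries, which differed by at most 0.02%, so scaling did not account for them. No biological explanation was tested.

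In the qRT-PCR values of S1 Table for ‘HS’, the value of LOC107429964 minus that of LOC107423197 was 0.10 in each replicate at 0 d, 0.40 at 1 d and 1.00 at 3 d, and 0.40 to 0.70 at 5 d. For LOC107413313 minus LOC107423197 it was 0.20 at 0 d, 0.39 to 0.40 at 1 d, 0.99 to 1.01 at 3 d and 0.41 to 0.74 at 5 d.

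The paper speaks of NAC2 (LOC107421097) for ‘HR’. In ‘HS’ its FPKM was 46.8 ± 1.93 at 0 d, 108.1 ± 16.1 at 1 d, 130.0 ± 26.49 at 3 d, 75.5 ± 23.1 at 5 d and 150.5 ± 10.7 at 7 d (SD, n = 3). The log2 fold changes were 1.18, 1.43 and 0.64 at 1, 3 and 5 d (limma with Benjamini-Hochberg adjusted p = 0.00159, 0.00038 and 0.0263), higher in all 3 letters at each.

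Of the 15 ubiquitin-protein ligase genes that the paper compares between the cultivars at 3 d and 5 d, 5 could be paired, and their FPKM in ‘HS’ is given without that comparison. LOC107403709 was at 45.4 ± 15.3 at 3 d and 50.9 ± 18.3 at 5 d, LOC107424969 at 9.08 ± 1.35 and 9.60 ± 1.77, LOC107413313 at 18.9 ± 3.37 and 23.8 ± 2.57, LOC107420280 at 26.7 ± 0.340 and 31.0 ± 3.11, and LOC107419944 at 4.99 ± 0.223 and 5.16 ± 0.532 (SD, n = 3). The first 3 had higher expression than at 0 d at 1, 3 and 5 d past the thresholds, with log2 fold changes of 2.73, 1.90 and 2.03 at 5 d. LOC107420280 and LOC107419944 did not, with 0.76 and 0.30 at 5 d. The supplementary tables annotate LOC107419944 as ubiquitin carboxyl-terminal hydrolase 22 and not as a ligase.

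The genes that S6 Table lists for protein processing in endoplasmic reticulum in ‘HS’ at 1 d, a time point at which the text names this pathway for ‘HR’, were 23 higher and 5 lower among 28 tested, with a median log2 fold change of 2.35.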
